# CNN3 acts as a potential oncogene in cervical cancer by affecting RPLP1 mRNA expression

**DOI:** 10.1038/s41598-020-58947-y

**Published:** 2020-02-12

**Authors:** Lili Xia, Yongfang Yue, Mingyue Li, Ya-Nan Zhang, Lu Zhao, Weiguo Lu, Xinyu Wang, Xing Xie

**Keywords:** Cancer, Cell invasion, Metastasis

## Abstract

The prognosis of advanced stage cervical cancer is poorer due to cancer invasion and metastasis. Exploring new factors and signalling pathways associated with invasiveness and metastasis would help to identify new therapeutic targets for advanced cervical cancer. We searched the cancer microarray database, Oncomine, and found elevated calponin 3 (CNN3) mRNA expression in cervical cancer tissues. QRT-PCR verified the increased CNN3 expression in cervical cancer compared to para-cancer tissues. Proliferation, migration and invasion assays showed that overexpressed CNN3 promoted the viability and motility of cervical cancer cells, the opposite was observed in CNN3-knockdown cells. In addition, xenografted tumours, established from SiHa cells with CNN3 knockdown, displayed decreased growth and metastasis *in vivo*. Furthermore, RNA-sequencing showed that ribosomal protein lateral stalk subunit P1 (RPLP1) was a potential downstream gene. Gene function experiments revealed that RPLP1 had the same biological effects as CNN3 did. Rescue experiments demonstrated that the phenotypes inhibited by CNN3 silencing were partly or completely reversed by RPLP1 overexpression. In conclusion, we verified that CNN3 acts as an oncogene to promote the viability and motility of cervical cancer cells *in vitro* and accelerate the growth and metastasis of xenografted tumours *in vivo*, by affecting RPLP1 expression.

## Introduction

Cervical cancer is the fourth most common malignancy and the fourth leading cause of cancer death in women worldwide, with an estimated 570,000 new cases and 311,000 deaths globally in 2018^1^. Due to unpopularization of screening in developing countries many patients are diagnosed at the advanced disease stage, with metastases of lymph nodes and other organs at their initial visit. Unfortunately, more than 20% of these cases relapse because of unsuitability as candidates for surgery or insensitivity to radiotherapy or chemotherapy^2–4^, and the 5-year survival rate of cervical cancer patients with distant metastasis is approximately 17%^5^.

Invasiveness and metastasis are the main features and cause of death in cancers with advanced stages. Multiple processes, factors, and signalling pathways have been identified to be associated with cancer invasiveness and metastasis, such as the epithelial-mesenchymal transition, cancer stem cells, circRNAs, and the Hippo-YAP and MAPK pathways, but few of them have been translated into effective treatment strategies in the clinic^6,7^. Finding new targets to block cancer invasion and metastasis would help improve the prognosis of advanced cervical cancer patients. Therefore, we searched the Oncomine database and observed an elevated mRNA expression of CNN3 in cervical cancer versus normal cervix tissues^8^. Calponin 3, hereafter abbreviated as CNN3, is one of the members of the evolutionarily highly conserved actin-binding protein family and is involved in cytoskeletal rearrangement. CNN3 was initially found to function in regulating neural tube morphogenesis in embryo development^9^. Systematic knockout of CNN3 in mice caused embryonic and neonatal death due to defects in the development of the central nervous system^10^. Subsequent research provided evidence for CNN3 functions beyond neurogenesis, such as the cellular fusion of trophoblasts and myoblasts, the cell motility and contractile ability of dermal fibroblasts, and others, in which CNN3 plays a role in cell differentiation, proliferation and migration via stress fibre formation or cytoskeletal remodelling^11–13^. Recently, studies also showed that CNN3 was related to lymph node and peritoneal metastasis in colorectal cancer^14,15^. However, the effect of CNN3 on metastasis in malignancies other than colorectal cancer is unknown to date.

In the present study, we verified the CNN3 overexpression in cervical cancer tissues, and its role in promoting proliferation, migration, and invasion in cervical cancer cells and accelerating the growth and metastasis of xenografted tumours in immunodeficient mice. Further, we identified ribosomal protein lateral stalk subunit P1, also known as RPLP1, is controlled transcriptionally by CNN3, and participates in the CNN3-mediated regulation of the viability and motility of cervical cancer cells. Our findings provide evidence that CNN3 acts as an oncogene and may serve as a potential target for blocking the metastasis of cervical cancer.

## Results

### Highly expressed CNN3 promotes the viability and motility of cervical cancer cells

By analysis of an mRNA dataset named Pyeon Multi-cancer from the Oncomine database, we found that CNN3 mRNA expression was higher in 20 cervical cancer samples than in 8 normal cervix samples (Fig. 1A). Thus, we detected CNN3 mRNA expression in 7 pairs of cervical cancer and adjacent tissues, and found higher CNN3 mRNA expression in cervical cancer tissues than in adjacent tissues (Fig. 1B), consistent with the results from the publicly availabledataset. Then, we detected CNN3 protein in 10 cell lines, that included non-cancer cell lines (IMR-90, 293T, 293), cervical cancer cell lines (SiHa, Hela, CaSki), ovarian cancer cell lines (A2780, SKOV3, Caov3) and an osteosarcoma cell line (U2os). As Fig. 1C shows, CNN3 protein was highly expressed in the CaSki cell line (a cervical cancer cell line derived from a metastatic site), as well as in SKOV3, Caov3 and U2os cells. Considering that HPV oncoproteins act as drivers in the initiation and development of cervical cancer, we examined the effect of HPV16E5/E6/E7 on CNN3 expression in cervical cancer cell lines, SiHa and CaSki, and found decreased expression of CNN3 protein in both cells when they were transfected with E5 and E6/E7 siRNA, respectively (Fig. 1D). Furthermore, we observed that CNN3 was involved in the regulation of proliferation and metastasis in SiHa and CaSki cells. The CCK8 assays and colony formation assays showed that proliferation, migration and invasion were significantly enhanced when SiHa and CaSki cells were transfected with CNN3 plasmid, and were significantly suppressed when cells were transfected with two CNN3 siRNAs, compared to cells without gene transfection (Fig. 1E–G). Our results suggest that HPV16 oncoproteins may upregulateCNN3 expression and that CNN3 may play an oncogenic role in the development of cervical cancer.

**Figure 1:**
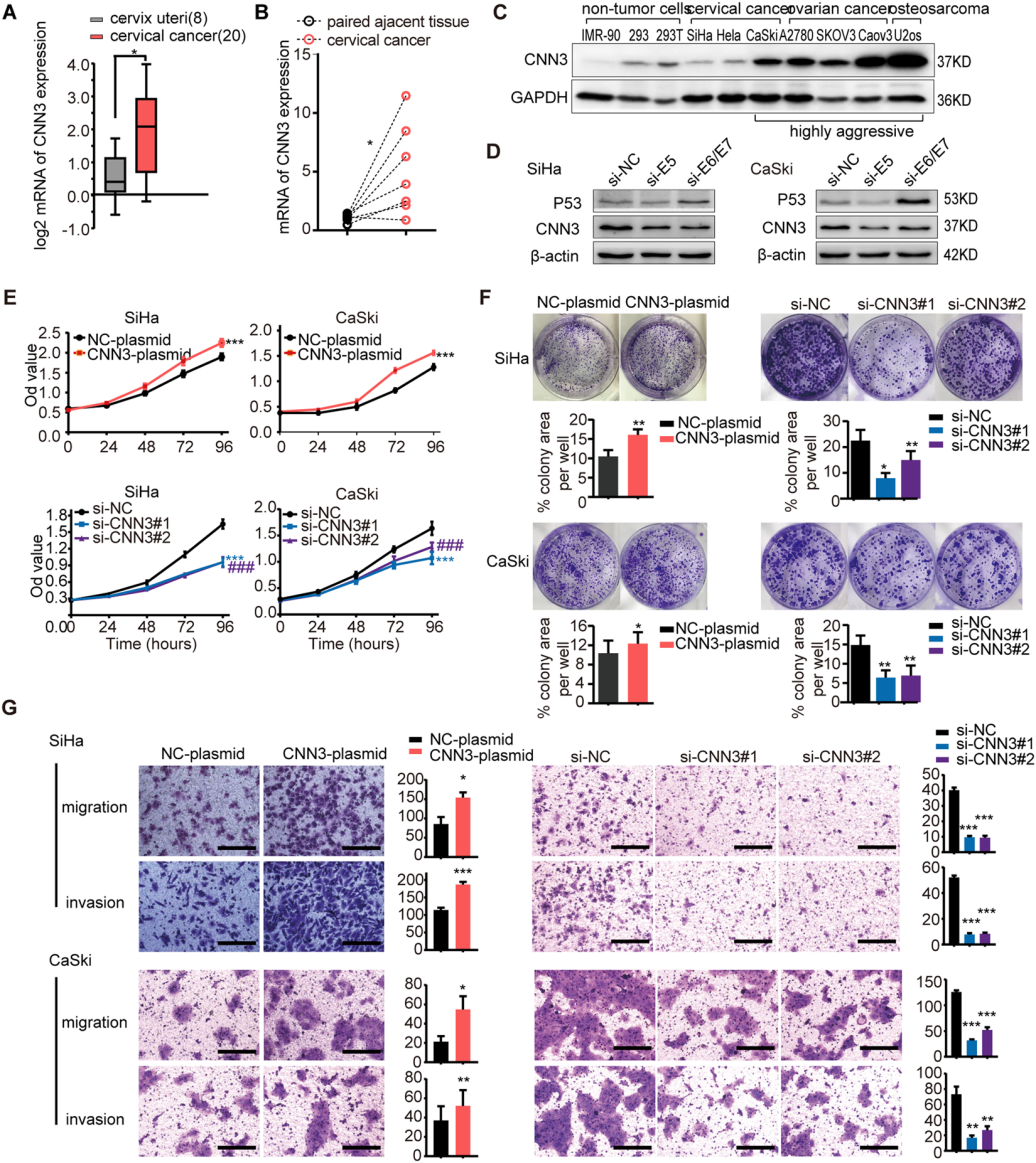
Highly expressed CNN3 promotes the viability and motility of cervical cancer cells. (**A**) Box plots of CNN3 mRNA expression in 20 cervical cancer tissues and 8 normal cervix tissues from Oncomine database of Pyeon Multi-cancer (*P < 0.05). (**B**) The mRNA expression of CNN3 in 7 pairs of cervical cancer and adjacent tissues by RT-PCR (*P < 0.05). Paired adjacent non-cancerous tissues were obtained at 3 cm away from the tumour edge and all tissues were reviewed by an experienced pathologist (Dr. Xiaofei Zhang). (**C**) CNN3 protein expression were then determined in 10 cell lines with immunoblot analysis. The grouping of blots cropped from same parts of the same gel. Full-length blots are presented in Supplementary Fig. S3. (**D**) SiHa and CaSki cells were transfected with si-NC, si-E5 and si-E6/E7 siRNA for 48 h. The expressions of P53 and CNN3 protein were detected by immunoblot analysis. The expressions of P53, a downstream molecule of 16E6, were tested to confirm the interference efficiency of si-E6/E7^27,28^. Blots of CNN3 and β-actin cropped from same parts of the same gel, while blots of P53 cropped from different parts of gel. Full-length blots are presented in Supplementary Fig. S3. (**E**) Cell viability of SiHa and CaSki was detected by CCK8 assays after transfection with NC-plasmid, CNN3-plasmid, si-NC, si-CNN3#1 and si-CNN3#2 for 24 h. The OD value (450 nm) was detected every 24 h and continuously tested for 5 days. The results represent the mean ± SEM (n = 3). ***P < 0.001, ^###^P < 0.001. (**F**) Representative photographs of colony formation assays of SiHa and CaSki after transfection with NC-plasmid, CNN3-plasmid, si-NC, si-CNN3#1 and si-CNN3#2 are shown (upper panels), respectively. Quantification and statistics of colony area percentage per well is shown (lower graphs), mean ± SEM (n ≥ 3). *P < 0.05, **P < 0.01. (**G**) Boyden chamber migration and invasion assays were performed to detect the migration and invasiveness ability of SiHa and CaSki cells after transfection with NC-plasmid, CNN3-plasmid, si-NC, si-CNN3#1 and si-CNN3#2 for 24 h, respectively. Representative images (scale bars, 100 μm) and corresponding number (SiHa) or area (CaSki) of migrated (or invaded) cells from three independent experiments are shown, mean ± SEM (n ≥ 3), *P < 0.05, **P < 0.01, ***P < 0.001.

### Stable CNN3 knockdown inhibits the growth and metastasis of xenografts of cervical cancer *in vivo*

To confirm the oncogenic effect of CNN3 on the development of cervical cancer *in vivo*, we constructed a cell model (SiHa) with stable knockdown of CNN3 using sh-CNN3 lentivirus (Fig. 2A**)**. The same numbers of SiHa cells stably transfected with sh-CNN3 or sh-NC were subcutaneously injected into nude mice (n = 6 in each group). As shown in Fig. 2B,C, the sizes of xenografted tumours generated from cells with CNN3 knockdown were significantly smaller than those from cells without CNN3 knockdown. To confirm CNN3 promoting the metastasis of cervical cancer, we intravenously injected SiHa cells stably transfected with sh-CNN3 or sh-NC into scid mice via tail vein (n = 6 in each group), and found that the luminescence intensity was markedly decreased (Fig. 2D,E) and the numbers of visible lung metastases were significantly lower in the sh-CNN3#1 group at week 12 after transfection, compared to the controls (Fig. 2F,G), suggesting that CNN3 promotes the growth and metastasis of cervical cancer *in vivo*.

**Figure 2:**
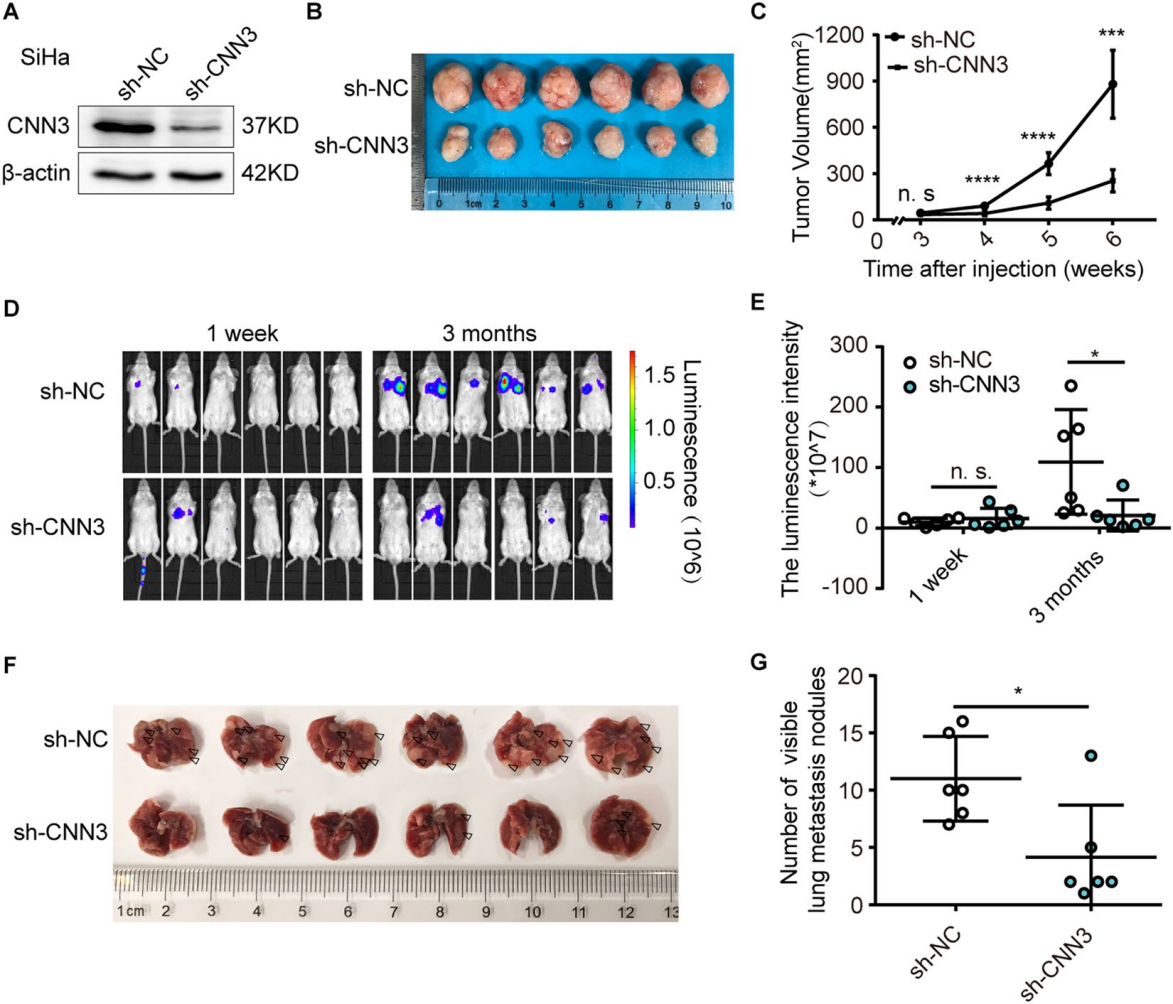
Stable CNN3 knockdown inhibits the growth and metastasis of xenografts of cervical cancer *in vivo*. (**A**) Immunoblot analysis of CNN3 protein in SiHa cells with sh-NC and sh-CNN3 lentivirus. The grouping of blots cropped from same parts of the same gel. Full-length blots are presented in Supplementary Fig. S4. (**B**,**C**) SiHa cells with sh-NC and sh-CNN3 were injected into nude mice (approximately 2.5 × 10^6^ cells, n = 6 in each group). Xenografts were extracted at week 7 when mice were sacrificed under anesthesia. The volume of subcutaneous tumours was tested weekly and calculated using the following formula: V = (L × W^2^)/2, mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001. (**D**,**E**) SiHa cells (approximately 2.5 × 10^6^ cells, n = 6 in each group) were intravenously injected into NOD/SCID mice via tail vein. The metastasis was weekly detected by measuring the bioluminescence with an IVIS Lumina LT system. The images and corresponding luminescence intensity at week 1 and week 12 after injection were displayed. Data represent mean ± SD (*P < 0.05). (**F**,**G**) Lungs were extracted at week 12 when mice were sacrificed under anesthesia. Lung metastases with white circular nodules (black arrow indicated) and corresponding numbers of metastatic nodules were showed. Data represent mean ± SD (*P < 0.05).

### RPLP1 is a candidate downstream gene in cervical cancer cells

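SiHa, an established human cervical cancer cell line, was transfected with si-CNN3#1, a small interfering RNA (siRNA) against CNN3, or with si-NC, a control siRNA, and RNA was harvested 48 h after transfection from 3 samples in each group. The medium was changed 20 h after transfection according to the Methods and 24 h after transfection according to the labels of the deposited samples. The authors screened the Illumina reads, aligned them with TopHat2, and deposited the number of reads on each Ensembl gene in each sample, without normalization, together with FPKM values of the same genes. The paper's text names neither the genome build nor the gene annotation nor the counting program. Gene names and positions were therefore taken from GENCODE release 29, which lies on GRCh38 and names 45342 of these genes and leaves 2820 without a name. The counts on genes added up to 18884475, 19026341 and 18147028 in si-CNN3#1 replicates 1, 2 and 3, and to 20287139, 24976517 and 21740608 in si-NC replicates 1, 2 and 3, so every si-NC sample was deeper than every si-CNN3#1 sample. The paper gives its depth as at least 7.25 G of clean data per sample, and the values here use the counts on genes. The 6 pairs of samples of the same condition differed by more than counting noise (chi-square per degree of freedom from 1.56 to 1.98, where 1 library deposited again would give a value of at most about 1), and the 9 pairs of different conditions differed more (4.19 to 5.52). No 2 samples were therefore merged, and each was counted as a replicate because the paper describes 3 independent assays per group. The chi-square cannot tell separate transfections from parallel wells of 1 transfection. If the samples were parallel wells, the p values here would measure only the spread between wells. The 2 groups were compared with edgeR's quasi-likelihood test after TMM normalization, over the 15860 genes that passed edgeR's filter on low counts. CPM stands for counts scaled to a common total per sample. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The FPKM values equal the counts divided by gene length and by the sample's total, so they carry no measurement beyond the counts.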

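CNN3 (ENSG00000117519), the target of si-CNN3#1, lies on the minus strand of chromosome 1 of GRCh38 from 94896949 to 94927278. The sense strand of si-CNN3#1, GCAGATGGGAACCAACAAA, matches bases 882 to 900 of the 2165-base transcript CNN3-201, within the coding sequence and across the junction of exons 5 and 6. Its first 4 bases lie at 94901669 to 94901672 and its other 15 bases at 94899503 to 94899517. CNN3 had 490, 514 and 574 counts in the si-CNN3#1 samples and 1134, 1288 and 1234 counts in the si-NC samples. Its TMM-normalized level was 28.1 ± 2.95 CPM (SD, n = 3) with si-CNN3#1 and 55.2 ± 2.97 CPM (SD, n = 3) with si-NC, which is 50.9% of the control level. The log2 fold change was -0.97 (standard error 0.06, adjusted p = 2.04e-20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 si-CNN3#1 samples lay below all 3 si-NC samples (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The log2 fold change moved most when a replicate was left out, between -1.06 and -0.92 over the 6 such fits. No read was counted on the pseudogene CNN3P1. Of the other calponins, CNN2 had a log2 fold change of 0.05 (standard error 0.03, adjusted p = 0.263 in the same test), and CNN1, with at most 2 counts in any sample, was too low to be tested.

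**Figure D1:**
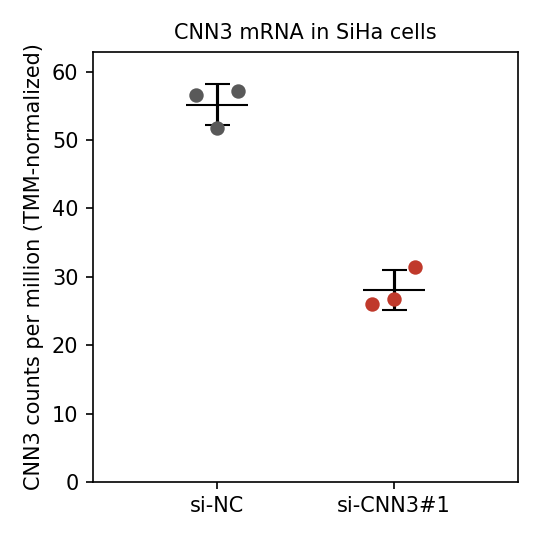
CNN3 mRNA in TMM-normalized CPM (y axis, from 0) in the si-NC and si-CNN3#1 samples (x axis). Points are the 3 samples of each group, the wide bar is their mean and the error bar their SD; the si-CNN3#1 mean of 28.1 lies below the si-NC mean of 55.2, and the groups do not overlap.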

To explore the potential mechanism by which CNN3 affects the phenotypes of cervical cancer cells, we used RNA sequencing to detect changes in mRNA transcripts in SiHa cells with transfected si-NC or si-CNN3#1 (GEO Accession numbers: GSE134596). 

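Of the 15860 genes tested, 2111 had an adjusted p of 0.05 or less between si-CNN3#1 and si-NC, and 978 of these were higher and 1133 lower with si-CNN3#1. Most of the changes were small: 1898 of these genes had an absolute log2 fold change under 0.5, and 54 had one of at least 1. In 1983 of the 2111 genes (93.9%) the 3 samples of one group lay above all 3 samples of the other. Chance gives this arrangement for 10% of genes, and 28.2% of all tested genes showed it. The 2111 genes were picked by a test on the same samples, so the 93.9% cannot be set against the 10%. The setting that moved the count most was to test each si-CNN3#1 sample against the si-NC sample of the same number, without replicates and with a test written after DESeq, and to keep the genes called in all 3 comparisons, which left 8 genes. With the 3 replicates in 1 test of that kind, 953 genes were called. The heat map of Fig. 3A draws 48 genes, 29 lower and 19 higher with si-CNN3#1. All 48 passed the threshold of edgeR's quasi-likelihood test in the direction drawn, with log2 fold changes from -0.97 (CNN3) to -0.12 among the lower genes and from 0.11 to 1.78 among the higher genes. The absolute log2 fold change was under 0.5 in 38 of the 48. With DESeq2 47 of the 48 passed, with the test written after DESeq 46 (not AKR1B1 and MT-CO1, adjusted p = 0.951 and 0.104), and with limma on log2(FPKM + 1) without a filter on low values 41. In 47 of the 48 the groups did not overlap; chance gives this for 10% of genes, but the study picked these genes from the same samples. The exception was AKR1B1, with 4389 ± 334 CPM (SD, n = 3) with si-CNN3#1 and 4809 ± 385 (SD, n = 3) with si-NC. AKR1B1 no longer passed the threshold without si-CNN3#1 replicate 2 (adjusted p = 0.154 in edgeR's quasi-likelihood test) or without si-NC replicate 3 (adjusted p = 0.137). In both groups replicate 2 was lowest (4015 CPM with si-CNN3#1, 4368 with si-NC) and replicate 3 highest (4658 and 5081). Leaving out 1 of these samples therefore shifts 1 group alone. AKR1B1 was lower with si-CNN3#1 in 3 of the 3 same-numbered pairs and passed with the replicate number as a block. Its adjusted p ranged from 6.53e-18 to 0.951 over all the alternative settings, while that of MT-CO1 ranged from 2.03e-22 to 0.258. The heat map prints TERC, which was read as TFRC because Supplementary Table S1 lists TFRC. TFRC had a log2 fold change of 0.38 (standard error 0.02, adjusted p = 2.26e-18, same test), and TERC, with 8 to 20 counts per sample, one of 0.65 (standard error 0.36, adjusted p = 0.268).

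**Figure D2:**
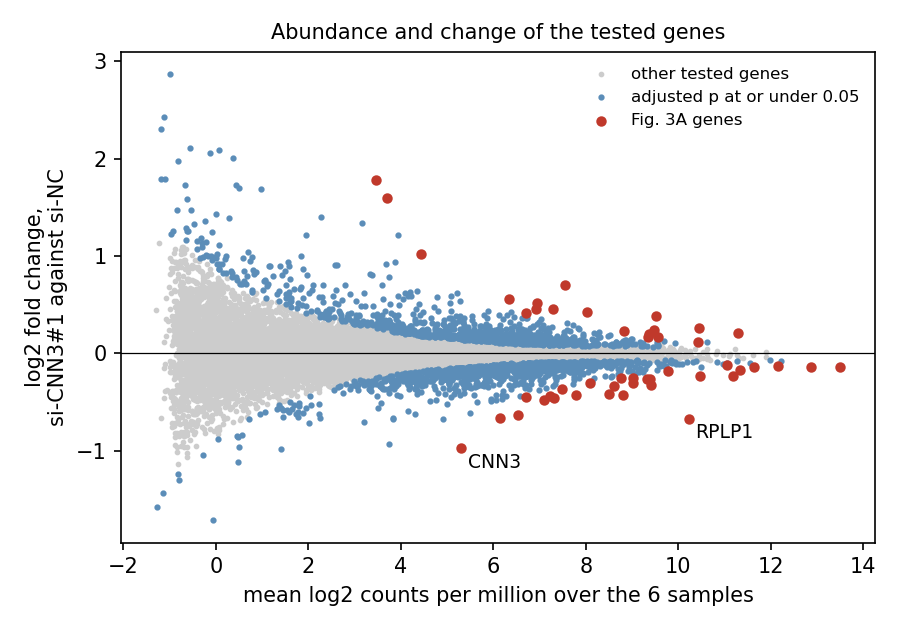
Mean log2 CPM over the 6 samples (x axis) against the log2 fold change of si-CNN3#1 over si-NC (y axis) for the 15860 tested genes. Blue points passed the adjusted p threshold of 0.05, and red points are the 48 genes of Fig. 3A, which lie toward the abundant end with a median of 8.81 on the x axis.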

A total of 48 differentially expressed genes (DEGs) in common were found, with adjusted P values ≤ 0.05 in 3 biological replicates (Fig. 3A), which included 19 upregulated and 28 downregulated genes. Then, we conducted a literature review on these candidate downstream genes, and selected 23 key DEGs related to tumour proliferation, invasion and migration or both for validation. 

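In the RNA sequencing data, all 23 genes that the study took to RT-PCR (Fig. 3B) passed the threshold, 14 lower and 9 higher with si-CNN3#1. The largest adjusted p among them was 2.22e-07 (WNT5A, edgeR's quasi-likelihood test). RPLP1 ranked 1 by p value among the 22 genes other than CNN3, and 1 among all tested genes. In the alternative settings run on all replicates or with a replicate left out, it kept rank 1 among the 22 except with limma on log2(FPKM + 1) without a filter on low values, where it ranked 2. By size of the decrease, RPLP1 was the lowest of the 22 at a log2 fold change of -0.67, with NCS1 at -0.67 (standard error 0.04) and ATP6V0E1 at -0.63 (standard error 0.04) close to it, and the differences between them were not tested. NCS1 was the lowest instead without si-CNN3#1 replicate 1 (-0.72 against -0.68), without si-CNN3#1 replicate 2 (-0.69 against -0.66) and without si-NC replicate 1 (-0.67 against -0.66). The largest increases among the 23 were in DHRS2, SLC12A7 and OLR1, with log2 fold changes of 1.78 (standard error 0.09), 1.60 (standard error 0.08) and 1.02 (standard error 0.06). AJUBA was higher with si-CNN3#1, at 121 ± 3.56 against 90.8 ± 1.59 CPM (SD, n = 3 each), and so was WNT5A, at 797 ± 6.32 against 708 ± 6.10 CPM (SD, n = 3 each).

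**Figure D3:**
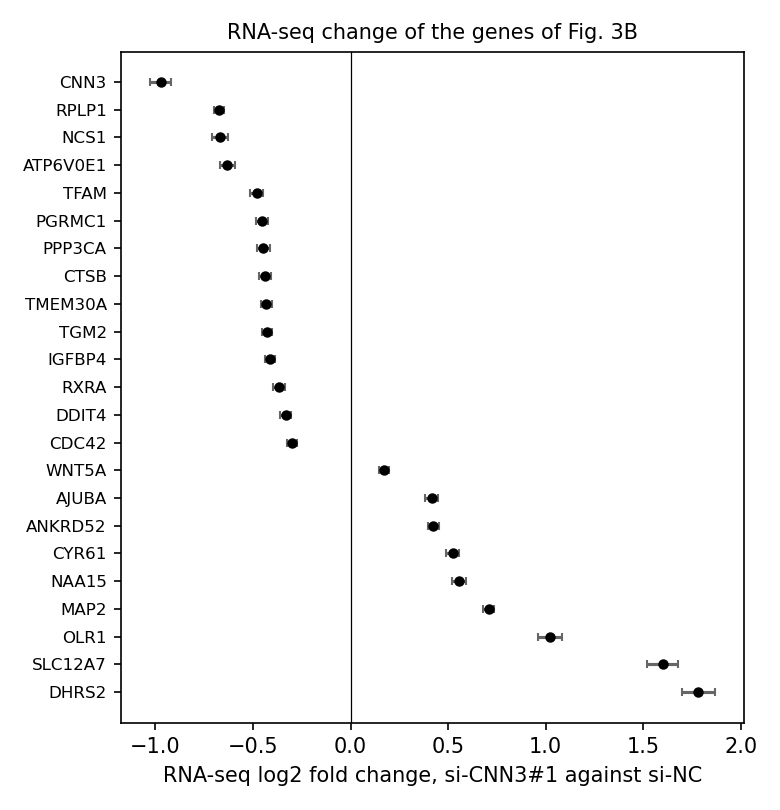
RNA sequencing log2 fold change of si-CNN3#1 over si-NC (x axis) for the 23 genes of Fig. 3B (y axis). Points are estimates from 3 samples per group and bars their standard errors; 14 genes lie below 0 and 9 above.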

As shown in Fig. 3B, most of the DEGs presented consistent changes by RNA sequencing (except WINT5A and AJUBA), and among them, RPLP1 was the most significantly differentially expressed. RPLP1, an acidic ribosomal protein that recruits transcription factors in protein synthesis, has also been demonstrated to be related to primary cell transformation and breast cancer progression^16^. So we selected RPLP1 for further validation. 

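RPLP1 (ENSG00000137818) lies on the plus strand of chromosome 15 of GRCh38 from 69452784 to 69456194. It had 17965, 17906 and 17349 counts with si-CNN3#1 and 30971, 37246 and 31997 counts with si-NC. Its normalized level was 945 ± 11.1 CPM (SD, n = 3) with si-CNN3#1 and 1508 ± 31.7 CPM (SD, n = 3) with si-NC, or 62.7% of the control level (standard error of the log2 fold change 0.02, adjusted p = 2.43e-29, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact two-sided permutation test, p = 0.1). The log2 fold change stayed between -0.69 and -0.66 over all the alternative settings. The protein-coding transcripts of RPLP1 hold no site for bases 2 to 8 of the si-CNN3#1 guide strand, which was taken as the reverse complement of the sense strand. The 4 genes named as RPLP1 pseudogenes had between 16 and 34 counts in all per sample. The other members of the stalk complex changed less: RPLP0 had a log2 fold change of -0.12 (standard error 0.02, adjusted p = 7.36e-05) and RPLP2 one of -0.15 (standard error 0.03, adjusted p = 2.31e-05, same test), and both passed the threshold except with limma on log2(FPKM + 1) without a filter on low values. Over the 77 other cytosolic ribosomal protein genes tested, the log2 fold change ran from -0.27 (RPL31) to 0.28, with 6 called higher and 12 called lower. The paper selects RPLP1 for its further experiments because it was the most significantly changed of the genes examined and because of its reported relation to cell transformation and breast cancer.

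**Figure D4:**
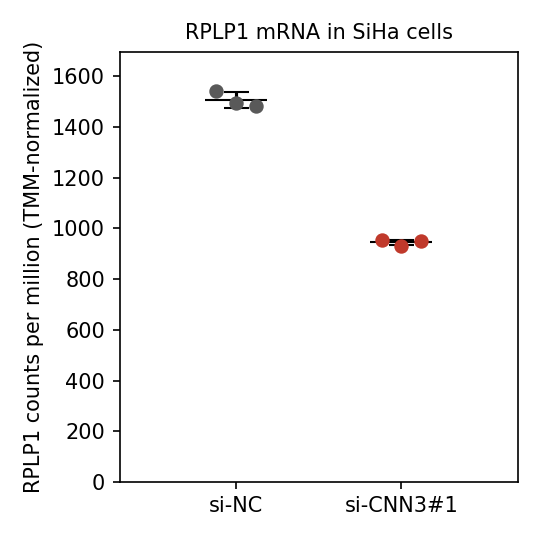
RPLP1 mRNA in TMM-normalized CPM (y axis, from 0) in the si-NC and si-CNN3#1 samples (x axis). Points are the 3 samples of each group, the wide bar is their mean and the error bar their SD; the mean is 945 with si-CNN3#1 and 1508 with si-NC.

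**Figure D5:**
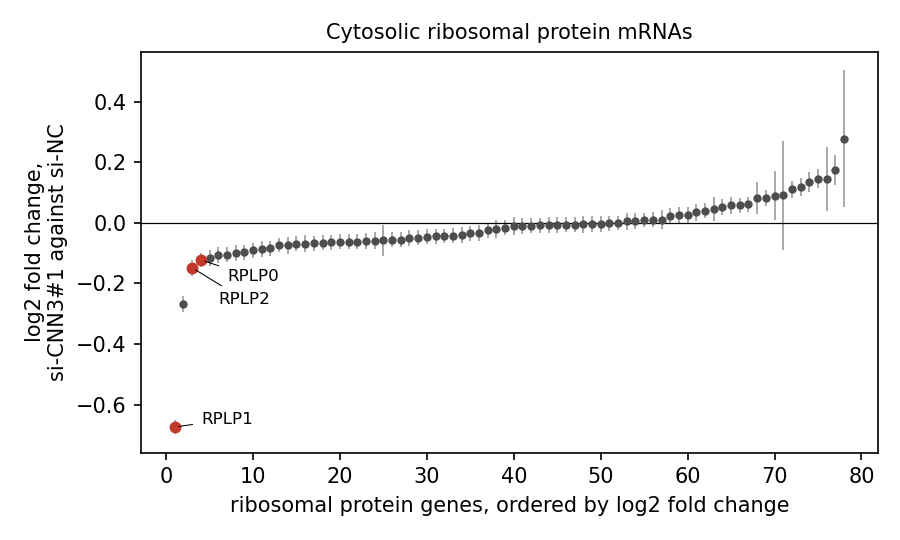
Log2 fold change of si-CNN3#1 over si-NC with its standard error (y axis) for 78 cytosolic ribosomal protein genes in ascending order (x axis). RPLP0, RPLP1 and RPLP2 are in red, and RPLP1 at -0.67 lies apart from the next gene, RPL31, at -0.27.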

We first examined the changes in RPLP1 protein expression in SiHa and CaSki cells with forced CNN3 expression, and found that the expression of RPLP1 protein was increased in both cells when CNN3 was overexpressed, and the opposite was observed in CNN3-silenced cells (Fig. 3C). In contrast, CNN3 protein expression remained unchanged when RPLP1 expression was modulated (Fig. 3D), suggesting that RPLP1 is a candidate downstream gene in cervical cancer cells.

**Figure 3:**
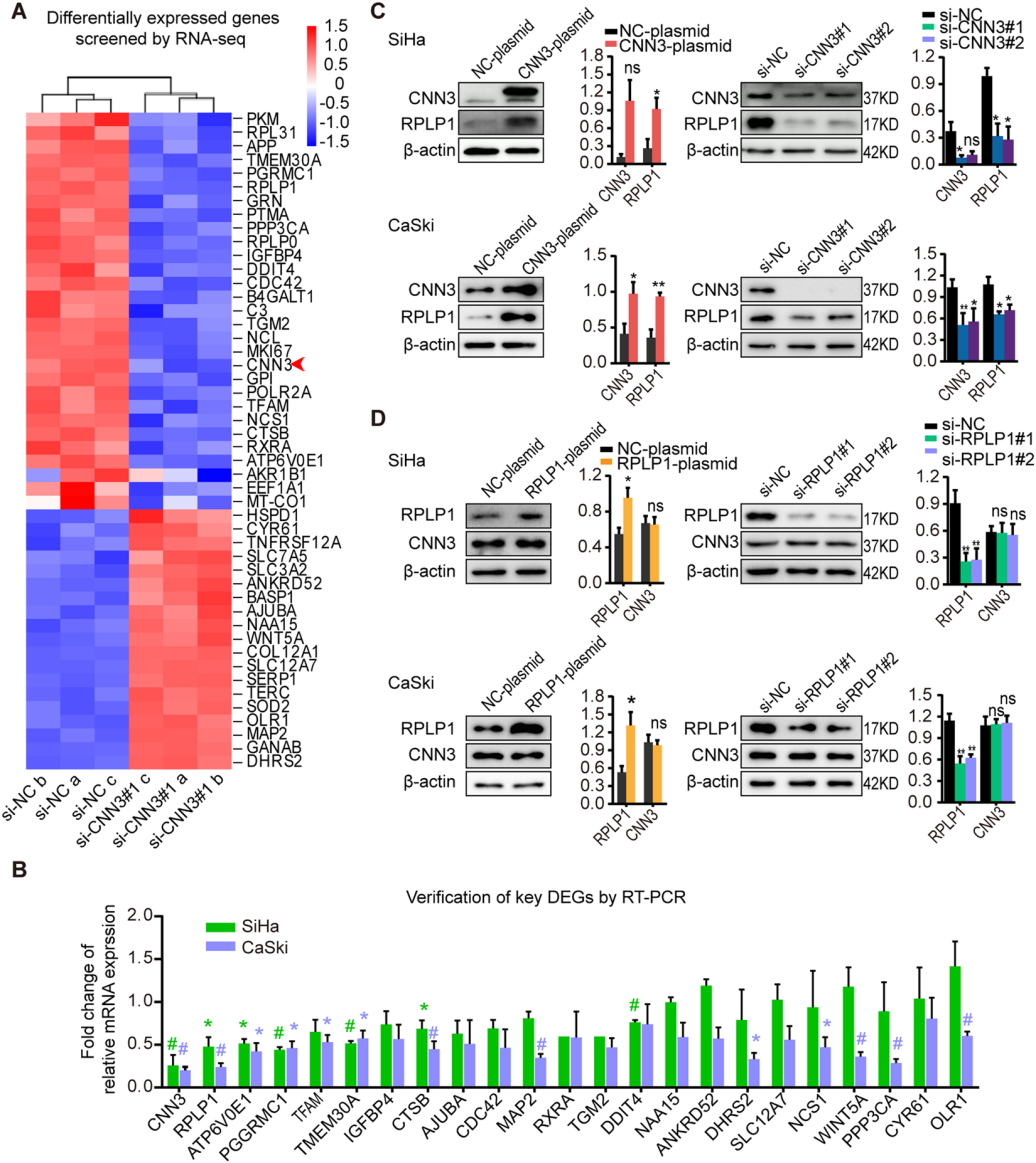
RPLP1 is a candidate downstream gene in cervical cancer cells. (**A**) RNA –seq data from the analysis between SiHa cells with si-NC and si-CNN3#1 at 48 h post-transfection. Shown in the cluster map are differentially expressed genes (P. adjusted ≤0.05) in common (n = 48). Of those, 19 were up-regulated and 28 down-regulated. Data shown are from three independent experiments. The arrow indicates CNN3. (**B**) After literature review, 23 key candidate downstream molecules were selected and validated by RT-PCR in SiHa and CaSki cells treated with si-NC and si-CNN3#1, respectively. Each column represents the fold change of relative CNN3 mRNA expression (i.e., relative CNN3 mRNA expression of si-CNN3#1 group/that of si-NC group). Data shown are mean ± SEM (n = 3), *P < 0.05, ^#^P < 0.01. (**C**) Immunoblot results of RPLP1 protein expression in cervical cancer cells with CNN3 upregulation and downregulation. At 48 h post-transfection, whole-cell lysates from SiHa and CaSki cells were collected to analyze the indicated proteins. β-actin was used as internal control. Quantification and statistical analysis of blots are shown (right graphs), mean ± SEM (n ≥ 3). *P < 0.05, **P < 0.01, ns indicates P > 0.05. Blots of CNN3 and β-actin cropped from same parts of the same gel, while blots of RPLP1 cropped from different parts of gel. The same is true for the blots in the following figures. Full-length blots are presented in Supplementary Fig. S5. (**D**) Representative immunoblot results of CNN3 protein expression from SiHa and CaSki cells with RPLP1 upregulation and downregulation. Quantification and statistical analysis of blots are shown (right graphs), mean ± SEM (n ≥ 3). *P < 0.05, **P < 0.01, ns indicates P > 0.05. Full-length blots are presented in Supplementary Fig. S6.

### RPLP1 modulates the viability and activity of cervical cancer cells

Using an RPLP1 expression plasmid and two different small interfering RNAs (si-RPLP1#1 and si-RPLP1#2) whose effects on CNN3 protein expression were confirmed in Fig. 3D, we investigated the role of RPLP1 in the viability and activity of SiHa and CaSki cells. CCK8, colony formation, and transwell assays showed that cellular proliferation, migration and invasion were enhanced in cervical cancer cells with RPLP1 overexpression (Fig. 4A,C,E), and, in contrast, were inhibited in cells with RPLP1 knockdown (Fig. 4B,D,F) compared to cells without any gene modulation. Our results suggest that RPLP1 plays the same role in cellular viability and activity as CNN3, and may participate in CNN3-regulated malignant behaviours in cervical cancer cells.

**Figure 4:**
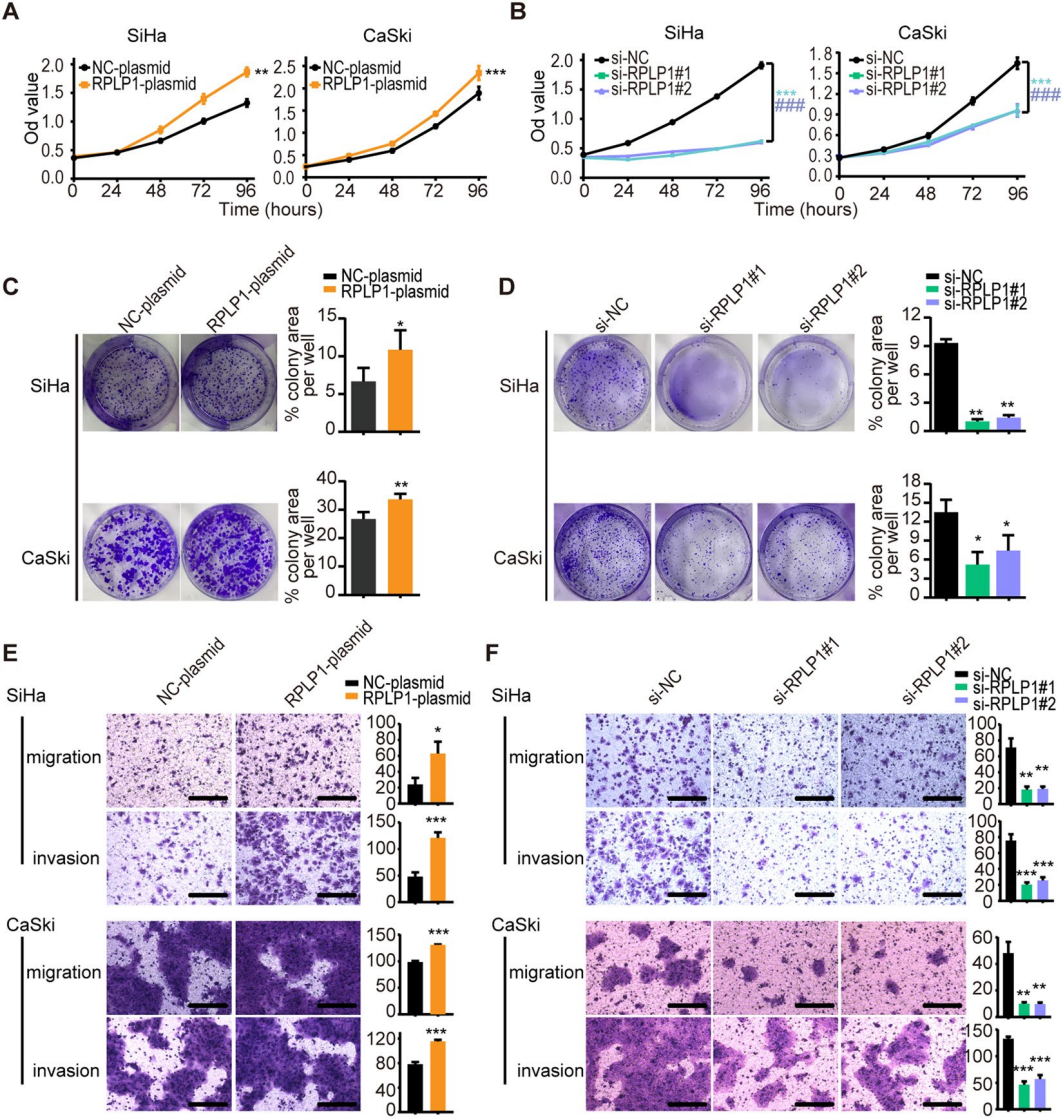
RPLP1 modulates the viability and activity of cervical cancer cells. (**A**,**B**) Cell proliferation of SiHa and CaSki cells were detected by CCK8 assays at 24, 48, 72, 96, 120 h after transfection with NC-plasmid, RPLP1-plasmid, si-NC, si-RPLP1#1, and si-RPLP1#2, respectively. Data represent mean ± SEM (n = 3). **P < 0.01, ***P < 0.001, ^###^P < 0.001. (**C**,**D**) Representative images of colony-formation assays for the proliferation in SiHa and CaSki cells with RPLP1 up-regulation and down-regulation are shown (left panels), respectively. Quantification and statistics of colony area percentage of each well are shown (right graphs), mean ± SEM (n ≥ 3). *P < 0.05, **P < 0.01. (**E**) Representative images of boyden chamber migration and invasion assays for the migration and invasion of SiHa and CaSki cells with NC-plasmid, RPLP1-plasmid (left panel), si-NC, si-RPLP1#1 and si-RPLP1#2 (right panel) for 24 h, respectively. Representative images (scale bars, 100 μm) and corresponding number (SiHa) or area (CaSki) of migrated (or invaded) cells from three independent experiments are shown, mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001.

### RPLP1 participates in CNN3-modulated malignant behaviours in cervical cancer cells

To confirm that CNN3 modulated malignant behaviours through the RPLP1 pathway, we conducted rescue experiments. SiHa and CaSki cells were co-transfected with si-NC plus NC-plasmid, si-CNN3#1 plus NC-plasmid, and si-CNN3#1 plus RPLP1-plasmid. The protein expression levels of CNN3 and RPLP1 proteins were detected to verify the success of the rescue experiments (Fig. 5A). As Fig. 5B,C showed, when we down-regulated CNN3 and upregulated RPLP1 expression simultaneously, the cellular proliferation, migration and invasion inhibited by CNN3 knockdown using si-CNN3#1 were partially or completely reversed by restoring RPLP1 expression. The results were similar when si-CNN3#2 was used (data shown in Supplementary Fig. S2).

**Figure 5:**
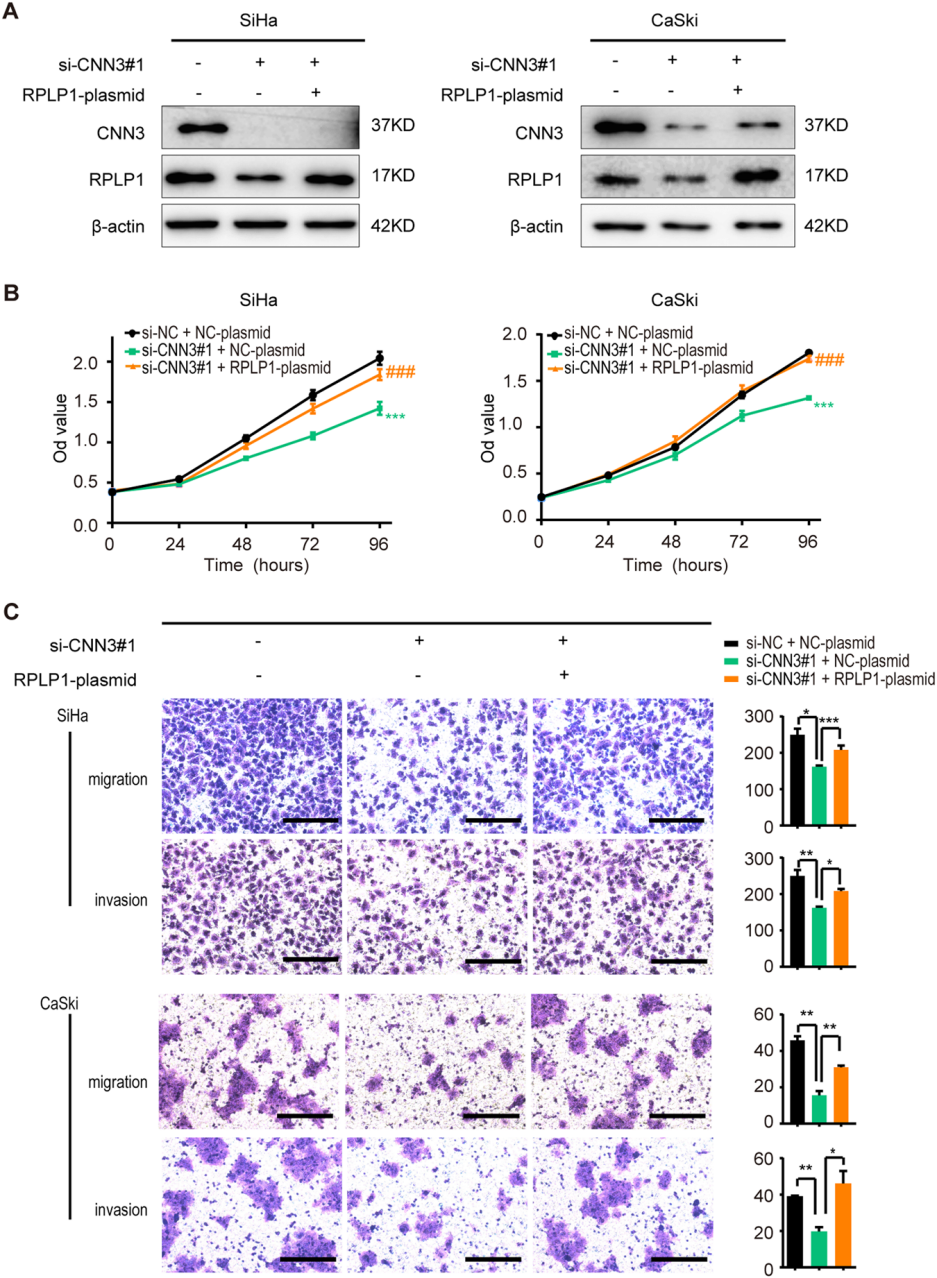
RPLP1 participates in CNN3-modulated malignant behaviours in cervical cancer cells. SiHa and CaSki cells were co-transfected with si-NC plus NC-plasmid, si-CNN3#1 plus NC-plasmid and si-CNN3#1 plus RPLP1-plasmid. (**A**) 48 h post-transfection, whole-cell lysates were obtained to analyze CNN3 and RPLP1 protein level with immunoblot assays. Representative results are shown. Full-length blots are presented in Supplementary Fig. S7. (**B**) CCK8 assays were applied to detect the proliferation of SiHa and CaSki cells. Data are shown of three independent experiments, mean ± SEM. ***P < 0.001, si-CNN3#1 plus NC-plasmid group *vs* si-NC plus NC-plasmid group; ^##^P < 0.01, ^###^P < 0.001, si-CNN3#1 plus RPLP1-plasmid group *vs* si-CNN3#1 plus NC-plasmid group. (**C**) Transwell migration and invasiveness assays were performed to detect cell migration and invasion. Left, representative images (scale bars, 100 um). Right, the corresponding histograms representative of three independent experiments (data are mean ± SEM, *P < 0.05, **P < 0.01, ***P < 0.001).

## Discussion

The present study, to the best of our knowledge, is the first report to uncover the upregulated CNN3 expression in cervical cancer tissues, and its oncogenic role in promoting the proliferation, migration, and invasion of cervical cancer cells, and in facilitating the growth and lung metastasis of xenografted cervical cancer in immunodeficient mice.

To explore the mechanism by which CNN3 regulates the malignant behaviours of cervical cancer cells, we used the RNA-seq technique to identify potential downstream genes of CNN3. Furthermore, with “clusterprofiler”, a useful R package for gene set analysis and visualization, Gene Ontology (GO) analysis was performed of the DEGs and significantly enriched GO terms (p adjust < 0.05) were visualized in Supplementary Fig. S1. Of note, positive regulation of cell adhesion, monosaccharide metabolic process, regulation of developmental growth, neuron death, positive regulation of protein transport, and regulation of cell growth were identified as the main biological functions associated with DEGs. 

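Supplementary Table S1 lists 37 terms that draw on 29 genes. It prints DDIT, which was read as DDIT4 because Fig. 3A draws DDIT4, and with this reading all 29 are among the genes of Fig. 3A. In the counts, all 29 passed the adjusted p threshold of 0.05 (edgeR's quasi-likelihood test), 10 higher and 19 lower with si-CNN3#1, while 28 passed with the test written after DESeq and 24 with limma on log2(FPKM + 1) without a filter on low values. In 32 of the terms the listed genes went in both directions, and in the other 5 in 1 direction. Of the 7 genes listed for positive regulation of cell adhesion, 4 were higher and 3 lower with si-CNN3#1. Of the 6 genes listed for monosaccharide metabolic process, 1 was higher and 5 were lower. For regulation of developmental growth 5 of 6 genes were higher, for neuron death 2 of 6, for positive regulation of protein transport 3 of 6, and for regulation of cell growth 4 of 6. The test of enrichment itself was not repeated, since gene ontology annotation was not used here. The paper sets these terms beside the malignant phenotypes seen with CNN3 overexpression and remarks, with reservation, that they appear to go together.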

And these findings, to some extent, appeared to be consistent with malignant phenotypes induced by CNN3 overexpression.

Of those DEGs, further mRNA validation showed that RPLP1 was the most downregulated one in cells with CNN3 knockdown compared to cells without. Furthermore, we observed the effect of enforcedly changing RPLP1 expression on cellular proliferation, migration, and invasion in cervical cancer cells and found that the oncogenic function of RPLP1 is similar to that of CNN3. Rescue experiments further confirmed that RPLP1 restoration partially or completely reversed the proliferation, migration, and invasion inhibited by CNN3 knockdown in cervical cancer cells. Previous studies have verified that RPLP1, also known as ribosomal protein lateral stalk subunit P1, forms a lateral protuberance of the 60 S subunit of the ribosome, together with the other two isoforms RPLP0 and RPLP2, and interacts with the soluble translation factors, to regulate their activity during the course of protein synthesis^17^. However, substantial evidence has also shown that RPLP1 disruption does not result in abnormalities in overall mRNA translation or protein synthesis^18–22^, suggesting extra-ribosomal functions of RPLP1 in the cytoplasm. For instance, RPLP1 deletion in pMEFs (primary mouse embryonic fibroblasts) leads to proliferation arrest and premature senescence via dysregulation of key cell cycle and apoptosis regulators (cyclin A, cyclin E, p21CIP1, p27KIP1, p53), without alteration of global protein synthesis^21^. The absence of ribosomal P proteins, including RPLP1, results in reactive oxygen species (ROS) accumulation and MAPK1/ERK2 signalling pathway activation, thereby leading to autophagy^18^. In addition, RPLP1 mediates cell invasion by affecting the epithelial-mesenchymal transition in triple-negative breast cancer cells^16^. Thus, our results, combined with those from previous studies, suggest that RPLP1, as a downstream gene of CNN3, plays a key role in regulating malignant behaviours of cervical cancer cells.

As noted above, CNN3 affected RPLP1 mRNA expression in cervical cancer cells. To explore the potential mechanism of CNN3-mediated regulation of RPLP1 expression, we examined the distribution of CNN3 in wild-type cervical cancer cells and found a trace amount of CNN3 proteins in the nucleus, which was in line with the immunofluorescence results in other studies^12,23,24^.

In conclusion, CNN3 acts as an oncogene by promoting invasion and migration in cervical cancer cells and accelerating the growth and metastasis of xenografted cervical cancer in mouse model. RPLP1 functions as CNN3 does, and participates in CNN3 promoting malignant behaviours by affecting RPLP1 mRNA expression. Our findings suggest that CNN3 may serve as a potential therapeutic target for advanced stage cervical cancer.

## Materials and Methods

### Cell lines and cell culture

The human SiHa, CaSki cell lines were purchased from ATCC. SiHa cells were cultured in DMEM Medium while CaSki maintained in RPMI 1640 medium supplemented with 10% fetal bovine serum and incubated in a 37 °C humidified incubator with 5% CO_2_.

### Transient transfection

DNA constructs were transiently transfected into SiHa and CaSki cells using X-tremeGENE HP DNA Transfection Reagent (Roche, Basel, Switzerland). In brief, appropriate amount of cells were seeded in 6-well plates. Make sure cells are at 70–80% confluence when transfected (at log-growth phase). Cells of each well were transfected with 2.5 ug of DNA according to the manufacturer’s instruction. The ratio of transfection regent: DNA is 2: 1 for SiHa and 3: 1 for CaSki. 24 h after transfection, the medium was replaced by fresh complete medium.

For siRNA transfection, we used DharmaFECT™ Transfection Reagents (Thermo, Waltham, MA, USA). According to the instructions, when the cells proliferated to ~60% confluence, 10 ul of 20 uM siRNA was added to 190 ul of OPTI-MEM to prepare solution A, and 6 ul of the transfection reagent was added to 194 ul of OPTI-MEM to prepare solution B. Mix gently and incubate at room temperature for 5 min. Then, the solution A was added to the solution B and mixed. After incubating at room temperature for 15 min, 200 ul of the transfection mixture was added to each well. 20 h after transfection, the medium containing transfection reagents was replaced by fresh medium. SiRNAs specific for CNN3 and RPLP1 were purchased from GenePharma (Shanghai, China) and RiboBio (Guangzhou, China) and were described as follows:

si-CNN3#1 sense: GCAGAUGGGAACCAACAAATT;

si-CNN3#2 sense: GTCAACGAGTCCTCACTGA;

si-RPLP1#1 sense: GGAAGCAAAGAAAGAAGAA;

si-RPLP1#2 sense: GAAAGTGGAAGCAAAGAAA;

si-NC sense: UUCUCCGAACGUGUCACGUTT

si-E5 sense: TGGTATTACTATTGTGGATAA

si-E6/E7 sense: GGUUGUGCGUACAAAGCAC

For RNA interference sequencing targeting HPV oncoproteins 16E5, E6/E7, are derived from previous studies^25,26^.

### RNA extraction and quantitative RT-PCR

Total RNA was extracted from SiHa and CaSki cells using Trizol reagent (Invitrogen, New York, USA) according to the manufacturer’s instructions, and then the reverse transcription reaction was synthesized using the PrimeScript^TM^ RT reagent Kit with gDNA Eraser (Takara, Dalian, China). The sequences of all the primers amplified for qRT-PCR were listed after:

β-actin forward 5′-AACTCCATCATGAAGTGTGACG-3′

reverse 5′-GATCCACATCTGCTGGAAGG-3′

RPLP1 forward 5′-AGCCTCATCTGCAATGTAGGG-3′

reverse 5′-TCAGACTCCTCGGATTCTTCTTT-3′

CNN3 forward 5′-GCAGGGATGTTAGCACCAGGTA-3′

reverse 5′-CTGTTCCTTGGCTTCCGTTGTG-3′

Real-time PCR was performed using TB Green™ Premix Ex Taq™ (TaKaRa, Dalian, China), by a ABI-7500 qRT-PCR system thermal cycler. Human β-actin relative mRNA level was applied as an internal control, and the relative quantity was calculated using the 2^−ΔΔCT^ method.

### Western blotting

SiHa and CaSki cells were cultured in 6-well plates for about 48 h after transfection and were harvested and lysed in 200 ul RIPA lysis buffer (strong, without inhibitors, Beyotime, Shanghai, China) with 1% protease inhibitors Cocktail and 1% phosphatase Inhibitor Cocktail (EDTA-Free, 100X in DMSO, Bimake, USA) for 30 min. After being centrifuged, the concentrations of total protein in cell lysates were determined by bicinchonininc acid assays. The cell lysates (20 μg/lane) were separated by 12% SDSpolyacrylamide gel electrophoresis and transferred onto PVDF membranes (0.22 um). The membranes were blocked with skim dry milk (5%) in Tris-buffered saline containing 0.05% Tween-20 and incubated with primary antibodies at 4 °C overnight. After being washed, the bound antibodies were detected with HRP-conjugated second antibodies. Finally, the blots were visualized using the enhanced chemiluminescence (ECL) method. The primary antibodies used including anti-CNN3 (1:1000, ab15142, Abcam, Cambridge, MA, USA), anti-RPLP1 (1:1000, MA5-24411, ThermoFisher, Waltham, MA, USA), anti-β-actin (1:5000, 70-ab008-100, MULTISCIENCES, Hangzhou, China), anti-P53 (1:1000, sc-126, SANTA CRUZ, California, USA).

### Cell proliferation and colony formation assay

CCK8 analysis and colony formation assays were carried out to determine the function of CNN3 and RPLP1 on cell proliferation. 24 h after transfection, for CCK8 analysis, approximately 3.5 × 10^3^ cells were seeded in each well of 96-well plates and CCK8 solution (Dojindo Laboratories, Kumamoto, Japan) was added 0, 24, 48, 72, and 96 h after seeding. After that, cells were incubated at 37 °C for 2 h. The absorbance at 450 nm was measured. For colony formation assays, 1 × 10^3^ cells were cultured in 6-well plates at 37 °C for 10 days, and then washed twice with PBS, fixed, and stained with 1% crystal violet in 25% methanol. And the percentage of cell colony area of each well was assessed by Image J.

### Cell migration and invasion assay

Cell migration and invasion assays were carried out using 24-well transwell plates (8 μm pore, Corning Costar, New York, USA) with a pore size of 8 μm. The transwell filter inserts were coated with (invasion) or without (migration) Matrigel (BD Biosciences, 1:8 diluted). Cells were transfected with NC-plasmid or CNN3-plasmid, respectively. About 24 h later, 2 × 10^5^ cells were seeded in the upper chambers with OPTI-MEM. The lower chambers were filled with medium supplemented with 10% FBS. After incubated at 37 °C with 5% CO_2_ for 5 and 8 h (SiHa) or 12 and 24 h (CaSki), respectively, the cells that had traversed the membrane were fixed in 90% ethanol and stained with 0.5% crystal violet solution while the cells in the upper chamber were carefully removed using a cotton swab, followed by photo-imaging. Finally, we calculated the average number of SiHa cells in 5 fields, while calculated the transmembrane area of CaSki cells in 5 fields.

### RNA-seq analysis

SiHa cells transfected with si-NC or si-CNN3#1 were cultured for 48 h after transfection. Samples of three independent assays from each group were prepared. Total RNA was prepared using Trizol method according to the manufacturer’s instructions. RNA quality was evaluated using a RNA NanoPhotometer^®^ spectrophotometer (IMPLEN, Munich, Germany). And high-quality RNA from si-NC and si-CNN3#1 groups was used for transcriptome sequencing. The libraries were sequenced on an Illumina HiSeq/MiSeq platform using a sequencing by synthesis strategy. The original data were then purified by error rate check, GC distribution check and raw data screening for subsequent analysis. And at least 7.25G clean data were obtained from each sample. Then, clean reads were aligned to the reference genome using Topha2 algorithm. Reads count of mapped genes were counted and FPKM were introduced to evaluate the gene expression level, and differential expression analysis of two conditions was performed using the DESeq package. Finally, genes with an adjusted P-value < 0.05, were considered to be differentially expressed.

### Stable cell line generation

To obtain luciferase stably expressing SiHa cells for tumour formation and metastasis model construction, we infected luciferase-stably-expressing SiHa cells with a lentiviral construct (hU6-MCS-Ubiquitin-Luc_firefly-IRES-puromycin) expression sh-CNN3 targeting 5′-GCAGATGGGAACCAACAAA-3′ or a scrambled shRNA (control). The lentiviruses were purchased from Genechem (Shanghai, China). And the MOI for infection is 25. 24 h post infection, cells were selected with 0.9 ug/ml puromycin, with medium refreshed every 2 days. 5 days later, the concentration of puromycin was halved and maintained for 2 weeks. Finally, when the cells grown to the desired number, they were digested, washed with PBS, and resuspended in PBS to a final density of 2.5 × 10^7^ cells/ml.

### Construction of tumour-formation and metastatic mice models

All animal experimental protocols were performed in accordance with Animal Research Reporting *In Vivo* Experiments (ARRIVE) guidelines and were approved by Animal Ethical and Welfare Committee of Zhejiang Chinese Medical University (Approval No. IACUC-20180807-05). For tumour formation assays, we randomly divided 12 female BALB/c nude mice (Silaike Experiment Animal Co., Ltd., Shanghai, China) of 3–4 weeks into 2 groups, and 100 ul cell suspension of SiHa stably transfected with sh-NC and sh-CNN3 were subcutaneous injected into the skin of right upper limb respectively. Tumor growth were measured weekly and the volumes of the xenograft tumours were calculated using the following formula: length × width × width × 0.5. And 7 weeks later, the mice were sacrificed under CO_2_ anesthesia and the subcutaneous tumours were obtained.

For construction of metastatic mice models, we randomly divided 12 female CB-17 Scid mice (Silaike Experiment Animal Co., Ltd., Shanghai, China) of 3–4 weeks into 2 groups and same amount of stable transfected SiHa cells were injected intravenously respectively. In both two group, the mice were administered 150 mg/kg D-luciferin (Yeasen, Shanghai, China) by intraperitoneal injection and performed *in vivo* imaging 10 min later weekly with application of IVIS Lumina LT (PERKINELMER, Waltham, Massachusetts, USA). And the ROI of mice were analyzed using LIVINGIMAGE software.

### Statistical analysis

All statistics were conducted with SPSS version 20.0 (IBM Corp, USA). In addition to the cell viability evaluated by One-way repeated measurement analysis of variance, all the other data in this paper were estimated using the Student’s t-test.

## Supplementary information

Supplementary Information.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: CNN3 acts as a potential oncogene in cervical cancer by affecting RPLP1 mRNA expression
**Source:** Sci Rep. 2020 Feb 12;10:2427. doi: 10.1038/s41598-020-58947-y
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Information for**

### **CNN3 acts as a potential oncogene in cervical cancer by affecting RPLP1 mRNA expression**

Lili Xia<sup>1\*</sup>, Yongfang Yue<sup>1\*</sup>, Mingyue Li<sup>1</sup>, Ya-Nan Zhang<sup>1</sup>, Lu Zhao<sup>1</sup>, Weiguo Lu<sup>2\*</sup>, Xinyu Wang<sup>2\*</sup>, and Xing Xie<sup>2\*</sup>

Correspondence author: Xing Xie

## SUPPLEMENTAI FIGURE LEGENDS

### Supplementary Figure S1

#### Gene Ontology analysis of DEGs screened by RNA-seq

GO enrichment analysis was performed using “clusterProfiler”, which is a very useful R package for gene set analysis and visualisation. Significantly enriched GO terms ( $p. \text{adjust} < 0.05$ ) which represents the main biological functions of DEGs were visualized. Detail information of GO results is provided in Supplementary Table. **S1.**

### Supplementary Figure S2

#### RPLP1 participates in CNN3-modulated malignant behaviours in cervical cancer cells.

SiHa and CaSki cells were co-transfected with si-NC plus NC-plasmid, si-CNN3#2 plus NC-plasmid, and si-CNN3#2 plus RPLP1-plasmid. **(A)** 48 h post-transfection, whole-cell lysates were obtained to analyze CNN3 and RPLP1 protein levels with immunoblot assay. Representative results are shown. **(B)** CCK8 assay were applied to detect the proliferation of SiHa and CaSki cells. Data are shown of three independent experiments, mean  $\pm$  SEM.  $***P < 0.001$ , si-CNN3#2 plus NC-plasmid group vs si-NC plus NC-plasmid group;  $^{##}P < 0.01$ ,  $^{###}P < 0.001$ , si-CNN3#2 plus RPLP1-plasmid group vs si-CNN3#2 plus NC-plasmid group. **(C)** Transwell migration and invasive-ness assays were performed to detect cell migration and invasion. Left, representative images (scale bars, 100  $\mu\text{m}$ ). Right, the corresponding histograms representative of three independent experiments (mean  $\pm$  SEM,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ ).

### Supplementary Figure S3

#### Full immunoblot exposures for results shown in Figure 1C and 1D.

Lanes highlighted by a star represent samples related to this study.

### Supplementary Figure S4

#### Full immunoblot exposures for results shown in Figure 2A.

Lanes highlighted by a star represent samples related to this study.

### Supplementary Figure S5

#### Full immunoblot exposures for results shown in Figure 3C.

Lanes highlighted by a star represent samples related to this study.

### Supplementary Figure S6

#### Full immunoblot exposures for results shown in Figure 3D.

Lanes highlighted by a star represent samples related to this study.

### Supplementary Figure S7

#### Full immunoblot exposures for results shown in Figure 5A.

Lanes highlighted by a star represent samples related to this study.

### Supplementary Figure S8

#### Full immunoblot exposures for results shown in Supplementary Figure S2.

Lanes highlighted by a star represent samples related to this study.

Supplementary Figure S1

Gene Ontology analysis of differentially expressed genes screened by RNA-seq

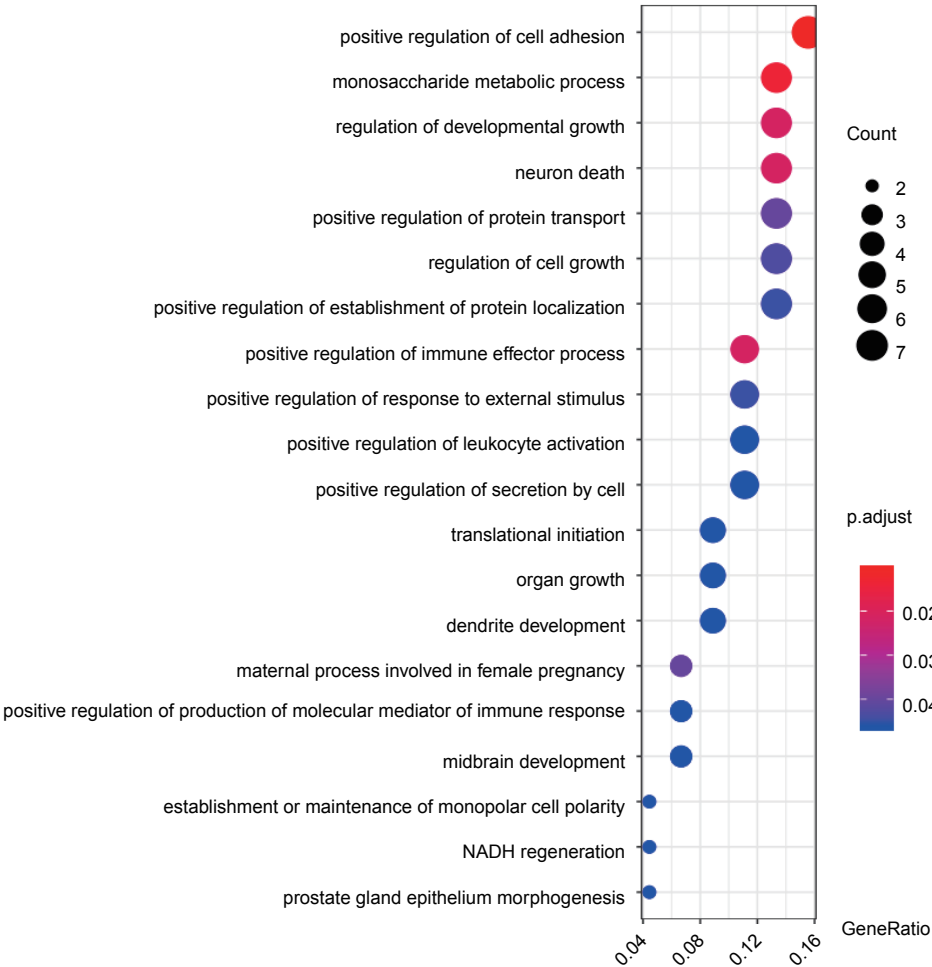

## Supplementary Figure S2

**A**

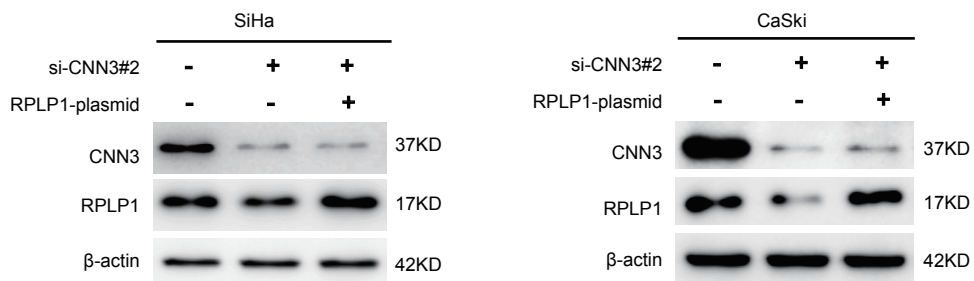

**B**

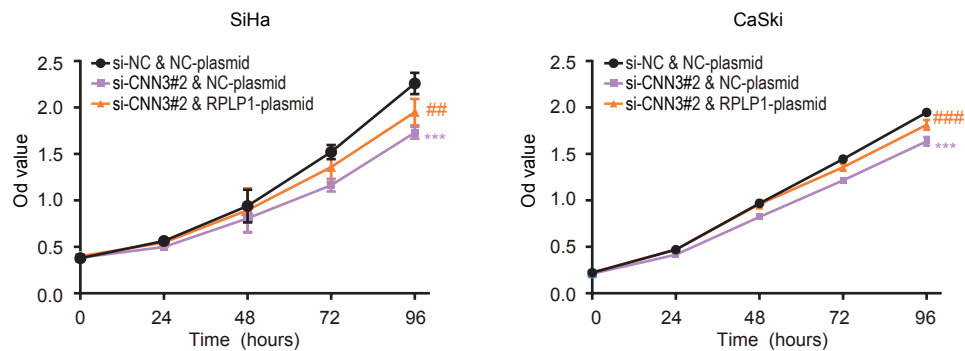

**C**

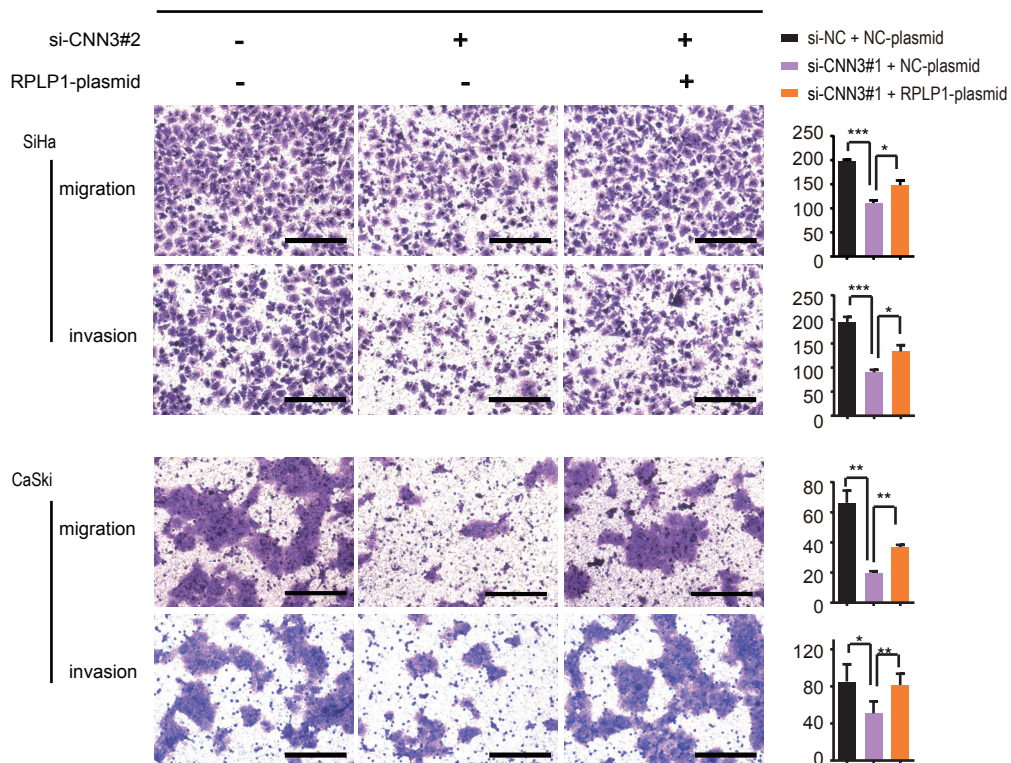

Supplementary Figure S3

Fig. 1C

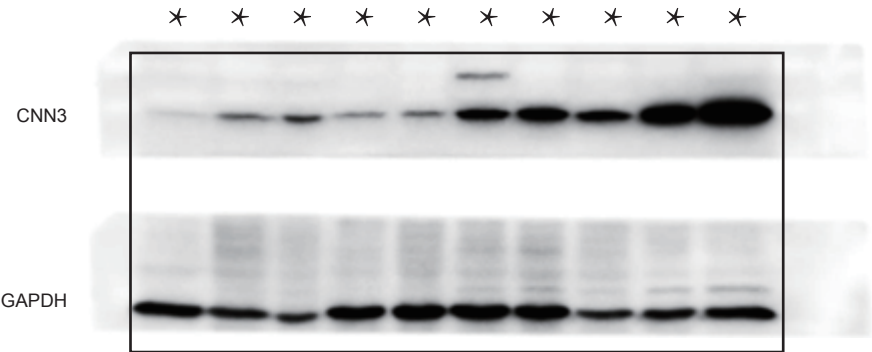

Fig. 1D (left panel)

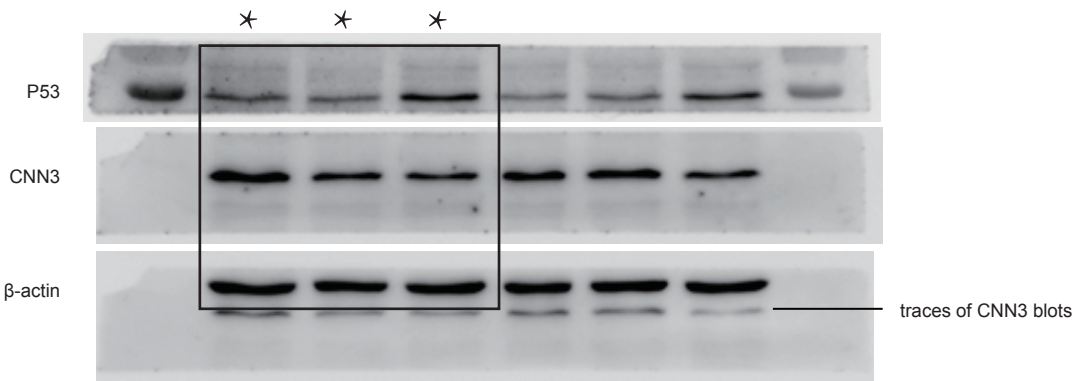

Fig. 1D (right panel)

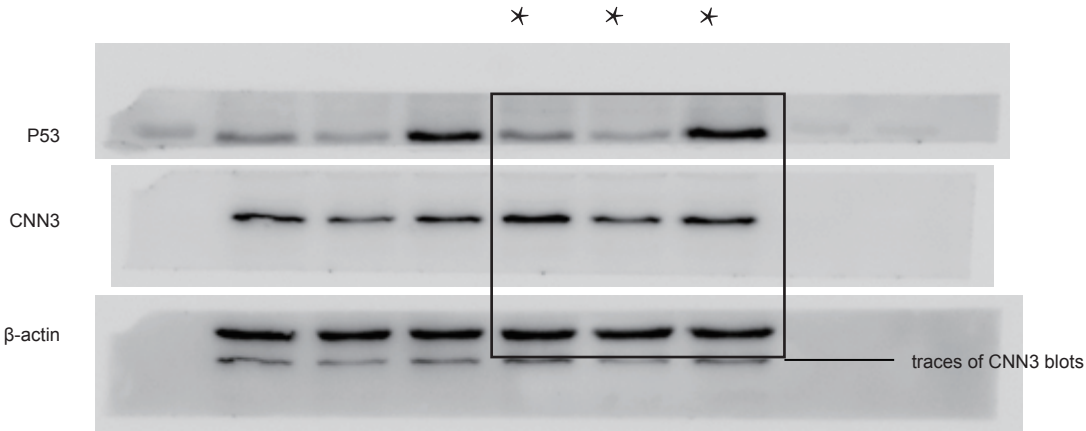

### Supplementary Figure S4

**Fig. 2A**

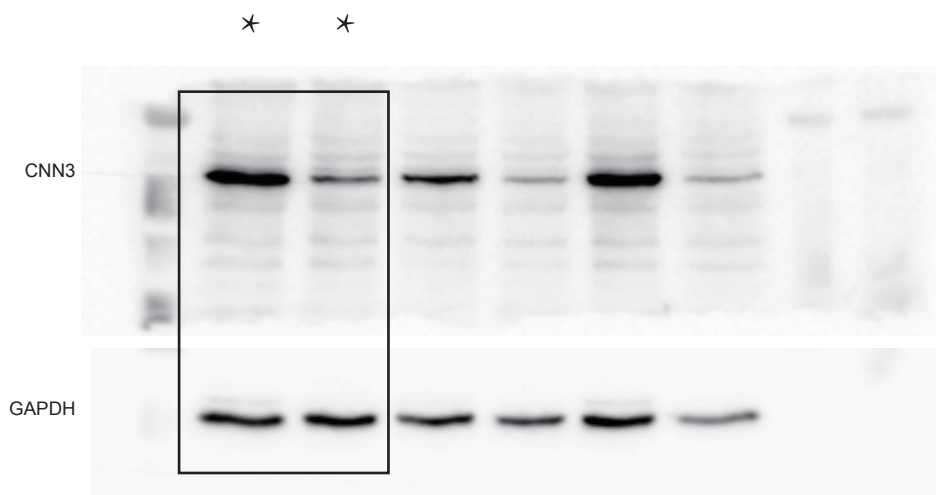

Supplementary Figure S5

Fig. 3C (upper panel)

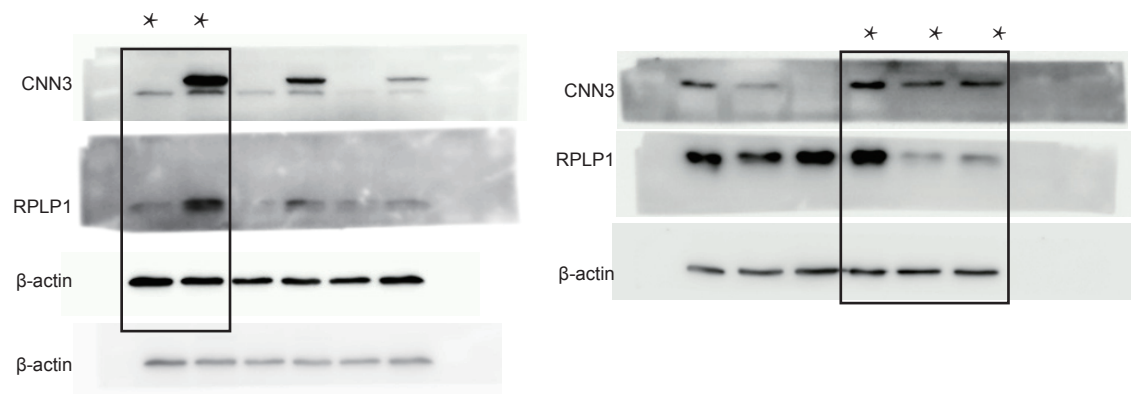

Fig. 3C (lower panel)

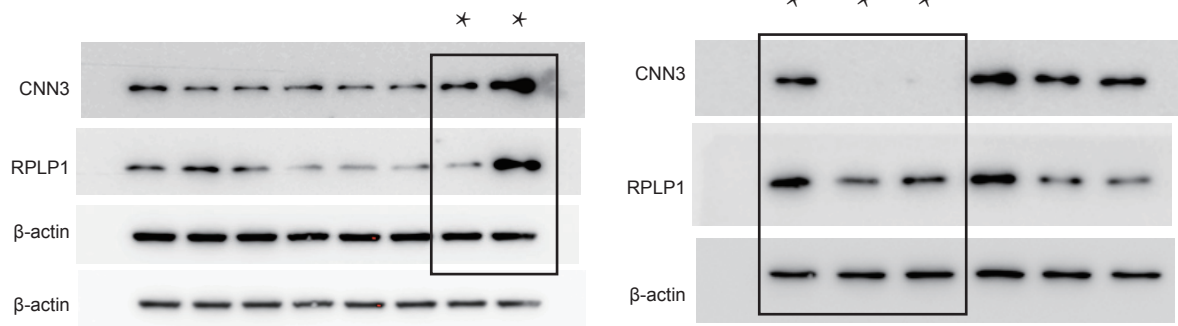

Supplementary Figure S6

Fig. 3D (upper panel)

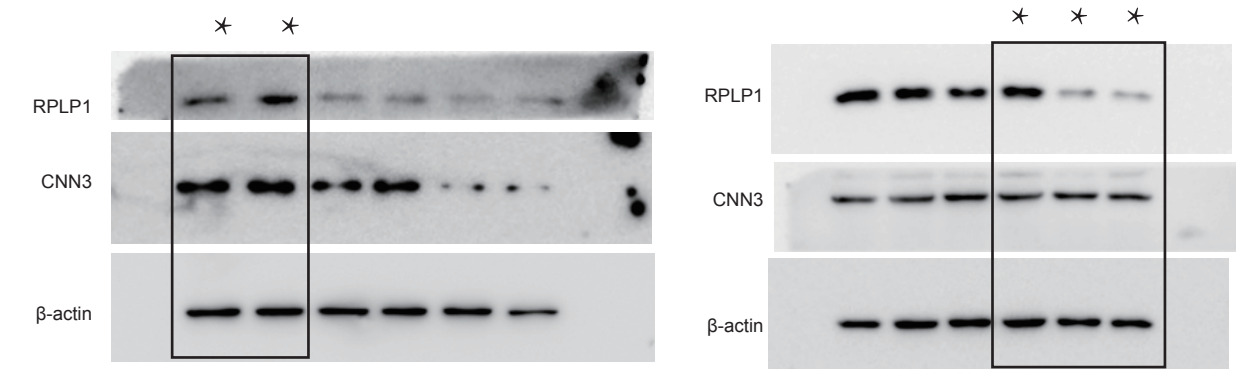

Fig. 3D (lower panel)

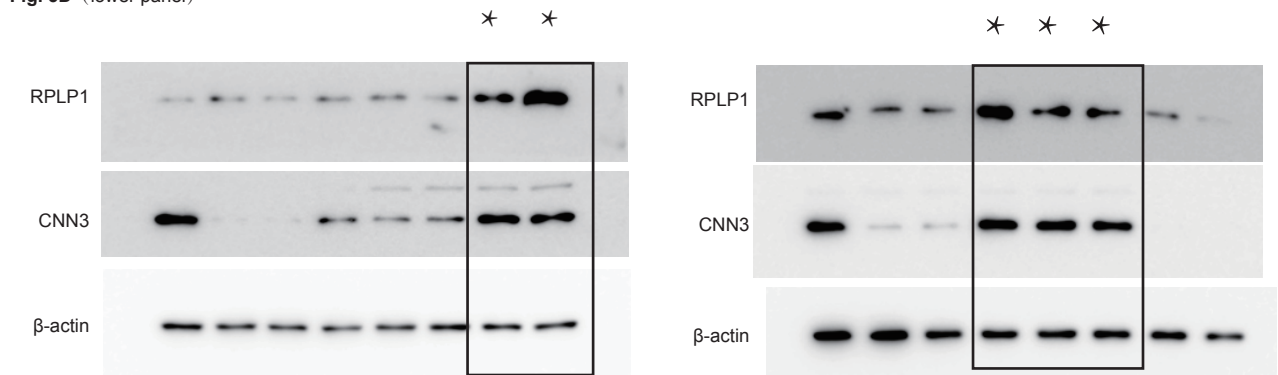

Supplementary Figure S7

Fig. 5A (left panel)

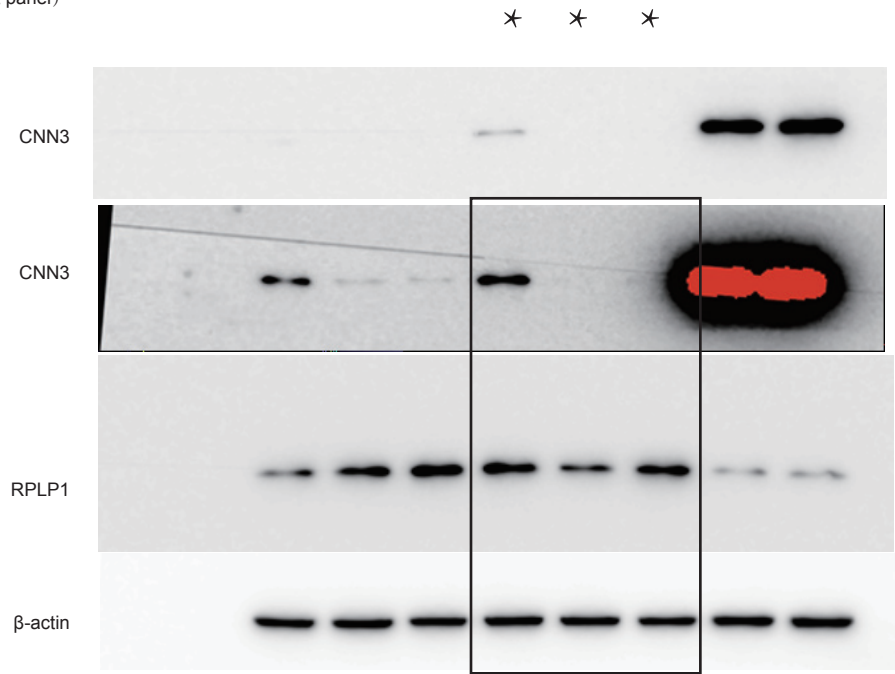

Fig. 5A (right panel)

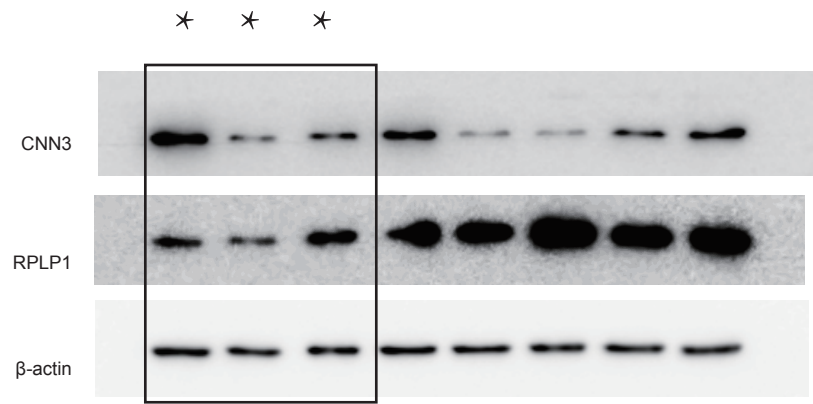

Supplementary Figure S8

Fig. S2A (left panel)

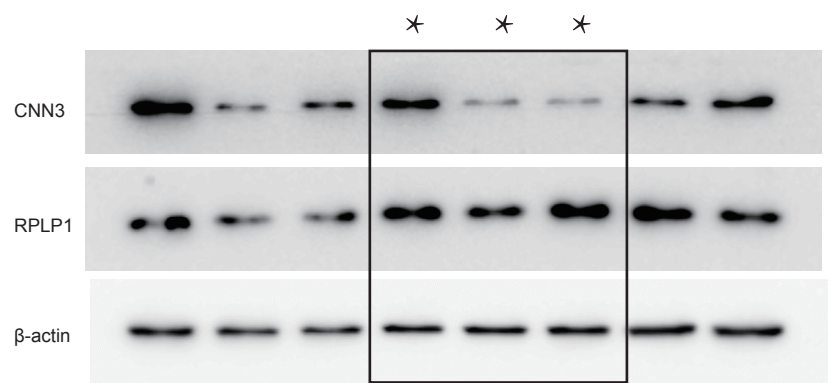

Fig. S2A (right panel)

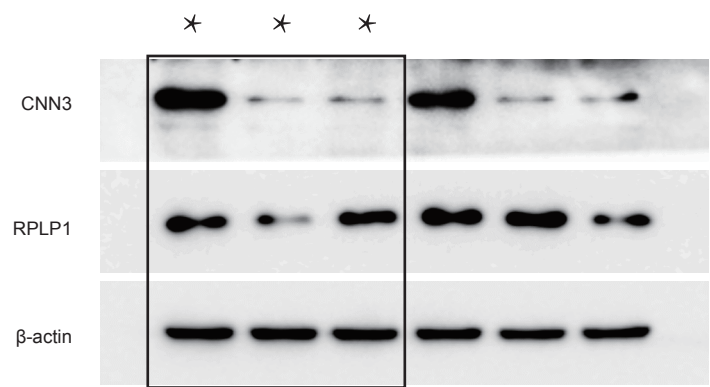

**Supplementary Table S1** Significantly enriched GO terms of DEGs screened by RNA-seq

| Description                                                                | GeneRatio | p.adjust    | geneID                                   | Count |
|----------------------------------------------------------------------------|-----------|-------------|------------------------------------------|-------|
| positive regulation of cell adhesion                                       | 7/45      | 0.010699895 | TFRC/CYR61/CDC42/HSPD1/TGM2/PPP3CA/WNT5A | 7     |
| monosaccharide metabolic process                                           | 6/45      | 0.013804132 | IGFBP4/SERP1/PKM/GPI/AKR1B1/B4GALT1      | 6     |
| positive regulation of immune effector process                             | 5/45      | 0.021375155 | TFRC/GPI/HSPD1/C3/WNT5A                  | 5     |
| regulation of developmental growth                                         | 6/45      | 0.021375155 | SERP1/TNFRSF12A/APP/MAP2/BASP1/WNT5A     | 6     |
| neuron death                                                               | 6/45      | 0.021375155 | DDIT/APP/GPI/CDC42/HSPD1/WNT5A           | 6     |
| positive regulation of protein transport                                   | 6/45      | 0.039996592 | SERP1/GPI/TMEM30A/CDC42/HSPD1/WNT5A      | 6     |
| maternal process involved in female pregnancy                              | 3/45      | 0.039996592 | AKR1B1/CTSB/RXRA                         | 3     |
| regulation of cell growth                                                  | 6/45      | 0.043015362 | IGFBP4/TNFRSF12A/CYR61/CDC42/MAP2/WNT5A  | 6     |
| positive regulation of establishment of protein localization               | 6/45      | 0.044904876 | SERP1/GPI/TMEM30A/CDC42/HSPD1/WNT5A      | 6     |
| positive regulation of response to external stimulus                       | 5/45      | 0.044904876 | APP/HSPD1/TGM2/C3/WNT5A                  | 5     |
| establishment or maintenance of monopolar cell polarity                    | 2/45      | 0.046085063 | CDC42/WNT5A                              | 2     |
| translational initiation                                                   | 4/45      | 0.046085063 | RPL31/RPLP0/RXRA/RPLP1                   | 4     |
| organ growth                                                               | 4/45      | 0.046085063 | SERP1/COL12A1/BASP1/RXRA                 | 4     |
| positive regulation of production of molecular mediator of immune response | 3/45      | 0.046085063 | TFRC/GPI/WNT5A                           | 3     |
| midbrain development                                                       | 3/45      | 0.046085063 | CDC42/BASP1/WNT5A                        | 3     |
| NADH regeneration                                                          | 2/45      | 0.046085063 | PKM/GPI                                  | 2     |
| prostate gland epithelium morphogenesis                                    | 2/45      | 0.046085063 | RXRA/WNT5A                               | 2     |
| dendrite development                                                       | 4/45      | 0.046085063 | APP/CDC42/MAP2/PPP3CA                    | 4     |
| positive regulation of leukocyte activation                                | 5/45      | 0.046085063 | TFRC/APP/CDC42/HSPD1/WNT5A               | 5     |
| positive regulation of secretion by cell                                   | 5/45      | 0.046085063 | SERP1/NCS1/GPI/HSPD1/WNT5A               | 5     |
| prostate gland morphogenesis                                               | 2/45      | 0.046085063 | RXRA/WNT5A                               | 2     |
| developmental cell growth                                                  | 4/45      | 0.046085063 | TNFRSF12A/APP/MAP2/WNT5A                 | 4     |
| developmental growth involved in morphogenesis                             | 4/45      | 0.046085063 | TNFRSF12A/APP/MAP2/WNT5A                 | 4     |
| positive regulation of cell activation                                     | 5/45      | 0.046085063 | TFRC/APP/CDC42/HSPD1/WNT5A               | 5     |
| maternal placenta development                                              | 2/45      | 0.047348942 | CTSB/RXRA                                | 2     |
| positive regulation of cartilage development                               | 2/45      | 0.047686207 | CYR61/WNT5A                              | 2     |
| regulation of gene silencing                                               | 3/45      | 0.047686207 | AJUBA/POLR2A/PPP3CA                      | 3     |
| positive regulation of secretion                                           | 5/45      | 0.047688347 | SERP1/NCS1/GPI/HSPD1/WNT5A               | 5     |
| formation of primary germ layer                                            | 3/45      | 0.048120242 | GPI/COL12A1/WNT5A                        | 3     |
| positive regulation of cell-cell adhesion                                  | 4/45      | 0.049218926 | TFRC/CDC42/HSPD1/WNT5A                   | 4     |
| positive regulation of defense response                                    | 5/45      | 0.049385907 | APP/HSPD1/TGM2/C3/WNT5A                  | 5     |
| reproductive structure development                                         | 5/45      | 0.049385907 | CYR61/CTSB/BASP1/RXRA/WNT5A              | 5     |
| establishment of cell polarity                                             | 3/45      | 0.049385907 | CDC42/MAP2/WNT5A                         | 3     |
| cardiac chamber morphogenesis                                              | 3/45      | 0.049385907 | CYR61/RXRA/WNT5A                         | 3     |
| positive regulation of growth                                              | 4/45      | 0.049729079 | SERP1/TNFRSF12A/CDC42/BASP1              | 4     |
| regulation of immune effector process                                      | 5/45      | 0.049800665 | TFRC/GPI/HSPD1/C3/WNT5A                  | 5     |
| regulation of production of molecular mediator of immune response          | 3/45      | 0.049800665 | TFRC/GPI/WNT5A                           | 3     |

How the deposited data were processed for this re-analysis (not part of the article)

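RNA sequencing of SiHa cells was analysed, with 3 samples transfected with si-CNN3#1 and 3 transfected with si-NC, all harvested 48 h after transfection. The sample groups and replicate numbers were taken from the paper and the sample labels. The authors filtered the reads, aligned them with TopHat2, counted them per gene and deposited raw counts per Ensembl gene and sample. The authors also computed FPKM values from the same counts and deposited them; tested on the values, count divided by gene length and column total returns them with 1 whole-number length per gene. The genome build, the annotation, the counting program, its strand setting and its rule for reads with several matches are not named in the paper's text.

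Genes were named from GENCODE release 29 on GRCh38, which holds 45342 of the identifiers; 2820 had no name there and were kept in the tests by identifier. Total counts per sample ran from 18147028 to 19026341 with si-CNN3#1 (median 18884475) and from 20287139 to 24976517 with si-NC (median 21740608). The 10 genes with the most counts took between 4.76% and 5.19% of each sample.

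The main comparison used edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with its defaults, glmQLFit and glmQLFTest, condition as the only term), with Benjamini-Hochberg adjustment over the 15860 tested genes and a threshold of 0.05. The common biological coefficient of variation was 0.0232. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. CNN3 and RPLP1 were also given an exact two-sided permutation test on normalized CPM, which cannot go below p = 0.1 for 3 samples against 3. The genes named in the text are those of the paper's text, Fig. 3A, Fig. 3B and Supplementary Table S1, RPLP2, CNN1 and CNN2, and the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold whose groups do not overlap and whose mean is at least 1 CPM. This rule, the gene lists, the tests and the alternatives were fixed before the data were examined, apart from those said to be chosen later.

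Alternatives were other normalizations (RLE, upper quartile, total counts), DESeq2 1.42.0, a test written after DESeq (which the paper's Methods name), edgeR's exact test, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, a loess correction for GC content and gene length (span 0.3; 96.7% of tested genes had a GC content), each replicate left out in turn, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1) with a mean FPKM of at least 1 or no filter, and the genes in common in 3 comparisons of same-numbered samples. Thinning the counts to the smallest total and sites of the passenger strand were added after the data were seen. A fold change on the log2(FPKM + 1) scale understates the change of low genes.

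The 7 gene lists (cytosolic ribosomal proteins, interferon-stimulated genes, ATF4 targets, YAP targets, cell cycle, glycolysis and epithelial-mesenchymal genes) were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), with fry and an estimated correlation beside it. Seed sites were searched in the 3′ UTR sequences of 12551 tested genes, and the shift of the genes with the 7-base site was set against all other words of the same base composition. Other splits of the 6 samples into 3 and 3 were fitted in the same way.

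Each test was tested on simulated data drawn from the real samples' means and totals, with 200 genes changed by known amounts. Genes of low abundance were left unchanged, and the simulated changes were larger than most of the real ones. The called genes had a median absolute log2 fold change of 0.18. The shares recovered therefore do not carry over to changes of that size. edgeR's quasi-likelihood test recovered 94.5% of them among 15865 tested genes with 7 false calls, the test written after DESeq recovered 92% among 28567 genes with 2 false calls, and limma on log2(FPKM + 1) recovered 89.9% of the 198 among 13972 genes with 11 false calls. With no gene changed, edgeR made 0 false calls among 15870 genes. The GC and length correction cut the false calls of a simulated GC trend from 6413 to 20 of 15910 genes. Of 200 lists of unchanged genes, camera called 5 and fry 7 at an unadjusted p of 0.05 in counts with no gene changed, and 1 and 12 in counts with 200 genes changed. Camera with an estimated correlation called 0 of the 200 in both. Gene ontology enrichment was not repeated, and RT-PCR, protein and cell assays were not analysed here.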

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

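The shares of changed genes with a seed site and the tests of abundant genes and of the interferon list were chosen after the results were seen. The shifts of genes with a seed site and the tests of sample splits, GC content and length, and total counts were set down before their results were seen. For si-NC the prediction set down named the lower genes, and its reading for higher genes was added after the data were seen. The range taken as the middle of the words was also set afterwards.

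Many genes outside those the paper names differ between si-CNN3#1 and si-NC: 2062 of them passed the adjusted p threshold of 0.05 in edgeR's quasi-likelihood test. Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many called genes, the real one. The other 9 gave 0 called genes and between 319 and 556 genes at an unadjusted p under 0.05, against 3978 for the real split. Each of these 9 splits puts samples of both conditions in each group. The condition difference then adds to the spread within groups and lowers the calls, so the 9 are no reference for unchanged genes. Since 10 splits can also give no share under 0.1, the splits cannot decide whether another difference between the samples lines up with the condition by chance. Counting noise alone is argued against, since simulated counts with no changed gene gave 0 called genes of 15870. A trend with GC content or gene length as the whole cause is argued against, since 89.3% of the called genes were still called after the correction. The lower total counts of the si-CNN3#1 samples are argued against in the same way, since 86.2% were still called with all samples thinned to the smallest total. A few abundant genes taking counts from the rest would push nearly all calls one way when total counts alone are used for scaling, and 60.0% of the calls were then higher. Seed-matched repression by si-CNN3#1 is open in part. The median of genes with its 7-base site differed from that of the others by -0.0021 on the log2 scale. Of the 34 other words of the same composition, 5.88% were as low. This is neither under the 0.05 share set for that test nor in the middle of the words. The share was not stable and ran from 17.6% to 67.6% across the 6 fits that each left out 1 replicate. Seed-matched repression cannot account for most of the lower genes. Of the 1077 lower genes with a 3′ UTR, 8.73% held the site and 91.3% did not. Among the other tested genes 7.86% held it (Fisher's exact test, two-sided, p = 0.316).

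For si-NC, repression by its seed would make genes with its site higher in this comparison. Their shift was 0.0023, with 15.9% of the 629 other words as high, which leaves the test undecided. Of the 895 genes that rose, 3.46% held the site, against 2.74% of the other tested genes (Fisher's exact test, two-sided, p = 0.205), so it cannot account for most of them. An interferon response that is stronger with si-CNN3#1 would raise the interferon-stimulated list as a set, but 21 of its 36 genes lay below 0 and 2.78% of them were called higher, against 6.17% of all tested genes. This argues against it as the source of the higher genes only. Both groups received a duplex, so a response shared by both, or one stronger with si-NC, is not excluded, and 5 genes of the list were called lower. What stays open is such a response, the loss of CNN3 itself, other effects of this siRNA and an unknown difference between samples that falls along the groups by chance, and another siRNA against CNN3 was not analysed here.

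The genes with the largest changes among those named by rule and absent from the paper were all of low or moderate abundance. Higher with si-CNN3#1 were DNAH3 (log2 fold change 2.09, standard error 0.29, adjusted p = 2.35e-07 in edgeR's quasi-likelihood test, 4 to 41 counts per sample), TCN2 (2.06, standard error 0.31, adjusted p = 1.37e-06, 7 to 34 counts), CCR4 (2.01, standard error 0.27, adjusted p = 8.02e-08, 8 to 51 counts) and IRGM (1.73, standard error 0.26, adjusted p = 7.04e-07, 14 to 49 counts). Lower were C11orf91 (-1.12, standard error 0.25, adjusted p = 0.000985, 15 to 48 counts), TRABD2A (-0.98, standard error 0.18, adjusted p = 3.56e-05, 33 to 98 counts), GPD1L (-0.93, standard error 0.08, adjusted p = 3.68e-13, 163 to 462 counts) and CACNA1E (-0.86, standard error 0.26, adjusted p = 0.0186, 13 to 50 counts). CACNA1E no longer passed without si-CNN3#1 replicate 3 (log2 fold change -0.69, adjusted p = 0.126) or without si-NC replicate 3 (-0.63, adjusted p = 0.189), with an adjusted p from 0.0068 to 0.354 over its alternatives; the other 7 passed in each alternative in which they were tested. The strand setting of the counting is not known, and DNAH3, TCN2, IRGM and TRABD2A each overlap, on the other strand, a gene with more counts (TMEM159, PES1, ZNF300 and TMSB10). None of these 4 neighbours passed the threshold in that test, the smallest adjusted p among them being 0.222 (TMSB10). Whether reads of the other strand enter these counts was not tested, and neither was a biological explanation for single genes.

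Of the gene lists set in advance, 5 passed the threshold in camera. The ATF4 targets were higher, with a median log2 fold change of 0.13 over 34 genes, 28 of them above 0, and 22 called over all tested genes, 20 higher and 2 lower (23 adjusted over the list alone); the adjusted p of the list was 1.43e-08. The YAP targets were higher, with a median of 0.19 over 24 genes, 21 above 0, and 13 called, 12 higher and 1 lower (16 adjusted over the list alone; list adjusted p = 1.11e-06). The cell cycle genes were lower, with a median of -0.073 over 36 genes, 31 below 0, and 17 called, 1 higher and 16 lower (19 adjusted over the list alone; list adjusted p = 5.16e-06). The glycolysis genes were lower, with a median of -0.070 over 22 genes, 20 below 0, and 8 called, each of them lower (11 adjusted over the list alone; list adjusted p = 4.07e-05). The epithelial-mesenchymal genes were higher, with a median of 0.081 over 26 genes, 18 above 0, and 9 called, 8 higher and 1 lower (12 adjusted over the list alone; list adjusted p = 0.0141). The study picked from these libraries 3 of the ATF4 targets (DDIT4, called lower, and SLC7A5 and SLC3A2, called higher), 2 YAP targets (CYR61 and AJUBA), MKI67, 2 glycolysis genes (PKM and GPI) and COL12A1, so for these genes the counts adjusted over the list alone are not independent evidence. All 5 also pass with fry. With the correlation between genes estimated from the data only the ATF4 targets and the cell cycle genes pass (adjusted p = 0.0461 each). The estimated correlations rest on 6 samples. They were 0.375 for the glycolysis genes, 0.115 for the epithelial-mesenchymal genes and 0.079 for the YAP targets, against the preset 0.01. For the ATF4 targets and the cell cycle genes they were 0.031 and 0.019. This form of the test called 0 of 200 unchanged lists at an unadjusted p of 0.05 in simulated counts, fewer than the 5% that level allows. The simulated counts were drawn from the samples' means and totals, and correlation between their genes was not examined. The 0 calls therefore do not discount the loss of the other 3 lists. The epithelial-mesenchymal list no longer passed with no filter on low counts (median 0.04), without si-CNN3#1 replicate 1 (0.04) or without si-NC replicate 2 (0.03). The direction of the other 4 lists held under every scaling and with each replicate left out. GC content or length is no candidate for the whole of these shifts, since 89.3% of the single-gene calls remained after that correction and the 5 lists passed with it too; whether the lists move through loss of CNN3 or through another effect of the siRNA stays open.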

How the results depend on the processing

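The decrease of CNN3 kept its direction and stayed past the threshold in all the alternatives, with log2 fold changes from -1.06 to -0.92, and so did that of RPLP1, from -0.69 to -0.66. All 23 genes of Fig. 3B passed in each alternative that tests the groups of samples. RPLP1 ranked 1 among the 22 genes of Fig. 3B other than CNN3 in all of these except limma on log2(FPKM + 1) with no filter, where it ranked 2.

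The number of called genes depended on the test. The main test called 2111 genes. DESeq2's Wald test called 1074 (433 higher and 641 lower), and the test written after DESeq 953 (412 and 541). Limma with a mean FPKM of at least 1 called 1363 on log2(FPKM + 1) and 1353 on log2(FPKM + 0.1), with 564 lower in both, and without a filter 585 (316 higher and 269 lower). The cause of these differences was not tested. The comparisons of same-numbered samples called 10, 23 and 11 genes, 8 of them in common, and 6 of those 8 are among the genes of Fig. 3A; these comparisons have 1 sample per side, and the self-test of such a comparison recovered 68% of changed genes. That share was found with simulated changes larger than most of the real ones, so it does not carry over to smaller changes. Across the 6 fits that each left out 1 replicate, 1551 to 1747 genes were called, 691 to 812 higher and 855 to 958 lower. These fits kept between 68.3% and 75.3% of the genes called with all samples, with 2 samples in 1 group. With total counts used alone for scaling, 60.0% of the called genes were higher (1294 against 863), and 58.6% with limma on log2(FPKM + 1) and a mean FPKM of at least 1, against 46.3% with TMM normalization; no scaling moved the median log2 fold change of all tested genes beyond 0.02.

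The replicate numbers did not meet the rule set for pairing, that all 3 same-numbered correlations exceed 0.1. A weaker pairing is not excluded, since all 3 lie above 0, the 6 others lie below, and the block added calls. The main test does not use such a pairing. The deviations of same-numbered samples from their group means correlated at 0.0760, 0.128 and 0.10 over 9804 genes, and not all of these exceed 0.1, while the 6 correlations of samples with different numbers lay between -0.0849 and -0.0148. With the replicate number as a block, 2727 genes were called, 1272 higher and 1455 lower, among them all 2111 genes of the fit without it; with the block and the GC and length correction 2597 were called. AKR1B1 was lower in 3 of the 3 same-numbered pairs, and with the block the AKR1B1 log2 fold change was -0.13 (adjusted p = 7.62e-16), against adjusted p values from 6.53e-18 to 0.951 over its alternatives. The block changed no call of a named gene, and together with the correction it brought CNN2 past the threshold (log2 fold change 0.07, adjusted p = 0.0095, against values from 0.0095 to 1 over its alternatives).

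Of the lists, 5 passed in the main setting, 2 with an estimated correlation between genes and between 5 and 6 across the 6 fits without a replicate. The median of the cytosolic ribosomal proteins, -0.01 in the main setting, went to 0.00449 with total counts only and to 0.000308 without si-CNN3#1 replicate 2, and ranged from -0.030 to 0.000308 across the fits without a replicate. The same list passed the threshold after the GC and length correction (median -0.03), with the block added to it (-0.03), and without si-CNN3#1 replicate 1 or 3 or si-NC replicate 2 or 3, so its direction is not settled here.

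The shift of genes with the si-CNN3#1 seed site was near 0 and changed sign with the setting, at 0.0080 for the 6-base site, from -0.0032 to 0.0022 across the 6 fits without a replicate, and 0.0014 with thinned counts, a setting chosen after seeing the data. That for si-NC went to -0.0059 with the 6-base site, -0.0033 with no filter, -0.0011 without si-NC replicate 1 (up to 0.0105 across the fits without a replicate) and -0.0174 for the site of its passenger strand, chosen after seeing the data; it exceeded 95% of the other words only with the GC and length correction (0.0072) and with the block added to it (0.0082). ACTB, unchanged in the main setting, had a log2 fold change of -0.00825 without si-CNN3#1 replicate 1 and up to 0.0312 across the fits without a replicate.

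Of the 66 results on single genes, single lists and the si-NC site, 50 kept direction and side of the threshold in every setting in which they were computed. Limma on log2(FPKM + 1) with no filter weakened 9 of 58. AKR1B1 lost its call most often, with DESeq2, the test after DESeq, all 3 limma settings and without si-CNN3#1 replicate 2 or si-NC replicate 3. The depth limits the genes of low abundance: DNAH3 and TCN2, with at most 41 and 34 counts in a sample, carry standard errors of 0.29 and 0.31 on the log2 scale.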

Differences from the paper's values

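The paper reports 48 differentially expressed genes, 19 upregulated and 28 downregulated. The counts gave 2111, 978 higher and 1133 lower, with edgeR's quasi-likelihood test. None of the alternatives set before the data were examined came within 1.5 times of these numbers; they gave between 8 and 2727 genes in all. The 8 genes were 6 higher and 2 lower, and the other alternatives gave between 316 and 1294 higher and between 269 and 1455 lower. The alternative after DESeq, the tool named in the paper's Methods, gave 953 genes with the replicates in 1 test, and 8 genes in common in 3 comparisons of same-numbered samples.

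For 6 genes the fold of the control level in the sequencing data differs from the RT-PCR bar in SiHa cells, which is another assay, by more than 1.5 times and by more than the larger of the replicate SD and the paper's error, an SEM. CNN3 was at 0.509 of si-NC by sequencing, against the paper's about 0.26 in Fig. 3B, read from the picture. PGRMC1 was at 0.73 against about 0.43 in Fig. 3B, read from the picture. AJUBA was at 1.33 against about 0.62 in Fig. 3B, read from the picture. MAP2 was at 1.63 against about 0.80 in Fig. 3B, read from the picture. DHRS2 was at 3.44 against about 0.78 in Fig. 3B, read from the picture. SLC12A7 was at 3.03 against about 1.0 in Fig. 3B, read from the picture. None of the alternatives set before the data were examined closed any of these 6 gaps. Of the other 17 genes, 11 were apart by more than the larger error but by no more than 1.5 times, and 6 were within the error. Among the 11, TMEM30A was at 0.74 against about 0.51 in Fig. 3B and NAA15 at 1.47 against about 0.99 in Fig. 3B, both read from the picture. RPLP1 was also among the 11, at 0.63 against about 0.47 in Fig. 3B (SEM about 0.12), read from the picture. In SiHa cells the PGRMC1 bar lies below the RPLP1 bar, by less than that SEM. NAA15 passed 1.5 times in 4 of the alternatives set before the data were examined: total counts only, log2(FPKM + 0.1), without si-CNN3#1 replicate 1 and without si-NC replicate 3.

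The paper's text and legend give 1 lower gene fewer than the heat map of Fig. 3A draws; 29 of the genes drawn were lower here, CNN3 included. The paper names WNT5A and AJUBA as the genes of Fig. 3B whose RT-PCR change departs from sequencing. Fig. 3B draws SiHa and CaSki cells, and only the SiHa bars were read here, so the naming of WNT5A is not decided. In SiHa cells the bars of MAP2, DHRS2 and NAA15 also lie below the control level, while all 3 were higher by sequencing (log2 fold changes 0.71, 1.78 and 0.56). The error bars of DHRS2 and NAA15 reach that level. The bar of WNT5A lies above it, as its sequencing value does (log2 fold change 0.17). Of the 23 genes, AJUBA and these 3 are the 4 with a bar below the control level and a higher value by sequencing. The reverse, a bar not below that level with a lower sequencing value, was seen for 0 genes.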

Other observations

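The tests of abundance, of pseudogenes and of the other ribosomal protein genes were chosen after the values were seen.

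The genes drawn in Fig. 3A are far more abundant than called genes in general. Their median was 8.81 log2 CPM, above 98.3% of tested genes, while the median of all 2111 called genes was 5.97. In a permutation test with 10000 random draws of 48 called genes the highest median was 7.03, so none reached 8.81 (p = 1e-04, the smallest these draws can give), which argues against a random draw from the called genes. Ranking by p value also picks abundant genes, though less so: the 48 genes with the smallest p values had a median of 6.65 with edgeR's quasi-likelihood test, 6.70 with the test written after DESeq and 7.40 with DESeq2's Wald test, and 28, 28 and 37 of them are in Fig. 3A. How the genes of Fig. 3A were picked stays open. The 8 genes in common in the comparisons of same-numbered samples are SLC12A7, MAP2, DHRS2, OLR1, RPLP1 and CNN3, which are in Fig. 3A, and CPA4 and ATF3, which are not; all but RPLP1 and CNN3 were higher with si-CNN3#1.

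The decrease of RPLP1 was larger than that of any other cytosolic ribosomal protein gene tested in edgeR's fit with TMM normalization. Reads shared with pseudogenes stay open as a source. With total counts alone used for scaling, without TMM, the 4 genes named as RPLP1 pseudogenes gained 0.152 CPM in all while RPLP1 lost 547 CPM. But 2 of the 4 had 0 counts in each sample, and the treatment of reads with several matches is not named. These values therefore do not decide it. A general decrease of ribosomal protein mRNAs would bring others to the level of RPLP1, but the lowest of the 77 others, RPL31, was at a log2 fold change of -0.27 against -0.67, and 0 of the 77 were as low under the main setting. As a list, the cytosolic ribosomal proteins did not pass (median -0.01 over 78 genes, 26 above 0 and 52 below, adjusted p = 0.0532 in camera, 19 called over all genes, 6 higher and 13 lower, and 28 adjusted over the list alone), and its median changed sign with total counts only; the study picked RPLP0, RPLP1 and RPL31 from it. Whether RPLP1 falls through CNN3 or through another effect of the siRNA stays open, as 1 siRNA was sequenced; its guide strand has 0 seed sites in the protein-coding transcripts of RPLP1.

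The interferon-stimulated list did not pass either (median -0.06 over 36 genes, 15 above 0 and 21 below, adjusted p = 0.127 in camera, 6 called over all genes, 1 higher and 5 lower, and 8 adjusted over the list alone). The size of its median depended on single samples, from -0.058 to -0.032 across the 6 fits that each left out 1 replicate.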
